# Epithelial genetic muscarinic receptor 3 ablation induces sex-specific modulation of colonic intestinal progenitor cells and response to intestinal injury

**DOI:** 10.1093/ecco-jcc/jjaf038

**Published:** 2025-03-07

**Authors:** Mohab Ragab, Jessica Wieland, Caroline Waldherr Avila de Melo, Tatiana Agibalova, Anastasia Ermolova, Niklas Durner, Anneke Hempel, Fabian Heindl, H Carlo Maurer, Katja Steiger, Klaus-Peter Janssen, Markus Tschurtschenthaler, Timothy C Wang, Michael Quante, Roland M Schmid, Moritz Middelhoff

**Keywords:** epithelial muscarinic receptor 3, colonic progenitor cells, colitis

## Abstract

**Background & Aims:**

Epithelial muscarinic acetylcholine receptor subtype 3 (M3R) signaling modulates intestinal stem and progenitor cell function, yet its impact on colonic homeostasis remains unclear. Hence, this study explores the sex-specific effects of epithelial genetic M3R ablation and muscarinic receptor agonism on murine colonic Lgr5-EGFP+ progenitor cells and epithelial homeostasis.

**Methods:**

Genetic ablation of M3R was achieved using Vil-Cre × M3R fl/fl mice. The effects on *Lgr5*-expressing progenitor cells, epithelial homeostasis, and response to intestinal injury were assessed, with attention to sex-specific differences. Effects of cholinergic and muscarinic agonism on epithelial cell homeostasis were evaluated employing murine and human colonoids.

**Results:**

Genetic epithelial ablation of the M3R employing Vil-Cre × M3R fl/fl mice interestingly resulted in the prominent reduction in *Lgr5*-expressing progenitor cells in male tissues, contrasting an expansion of *Lgr5*-expressing cells in female colonic epithelia. This difference was abrogated in young female Vil-Cre × M3R fl/fl mice, which harbor reduced circulating sex hormone levels. Genetic M3R ablation further induced changes to epithelial differentiation. Importantly, male Vil-Cre × M3R fl/fl mice developed severe inflammation following induction of acute experimental colitis, which did almost not affect female Vil-Cre × M3R fl/fl mice. Moreover, sex-specific effects of modulations of cholinergic and muscarinic signaling on epithelial cells could be corroborated in murine and human colonoids.

**Conclusions:**

Our data reveal sex differences in the modulation of intestinal, colonic epithelial cells by cholinergic, muscarinic signaling and highlight the potential for therapeutic strategies targeting cholinergic receptor signaling in colonic inflammatory diseases.

## 1. Introduction

Intestinal stem cells (ISCs) and progenitor cell types, located at the intestinal crypt base, are exposed to diverse signals that contribute to their proliferation and differentiation.^1^ These signals originate from the epithelial and non-epithelial stem cell niche, which comprised enteric neurons, myofibroblasts, or endothelial cells.^2,3^

Acetylcholine (ACh) is a major neurotransmitter in the enteric nervous system (ENS)^4^ that plays an important role in the gut through the activation of muscarinic (mAChRs) and nicotinic receptors (nAChRs)^5^ on target cells. Mammalian mAChRs consist of 5 main subtypes (M1R–M5R), which are coupled to G-proteins.^6^ mAChRs are not exclusively localized in cell types of the ENS but also in intestinal epithelial cells (IECs), supporting a major involvement in intestinal homeostasis and barrier maintenance.^7,8^ M3R is one of the major mAChRs that are expressed in IECs,^9–11^ and there is growing evidence of its importance in regulating intestinal mucosal homeostasis.^9,12–14^ For instance, we could recently observe that genetic, epithelial ablation of the M3R induced prominent changes to small intestinal epithelial differentiation with the expansion of DCLK1+ tuft cells, which appeared to represent a compensatory mechanism to maintain the cholinergic stem cell niche.^9^ In line, modulations of muscarinic receptor signaling have been reported to impact intestinal regeneration. As such, accumulation of proinflammatory cytokines and delayed parasite clearance was observed in the small intestine of whole-body M3R knockout mice infected with *Nippostrongylus brasiliensis.*^13^ Similarly, drug-induced inhibition of mAChRs aggravated susceptibility to infection with *Staphylococcus aureus.*^15^ Moreover, whole-body genetic ablation of M3R resulted in exacerbated DSS-induced colitis.^12^ Takahashi et al. examined the effect of whole-body M3R ablation on small intestinal IECs and reported a potential mechanistic basis for its importance in maintaining intestinal barrier integrity by interacting with the EphB/ephrin-B signaling pathway.^14^ Beside M3R, M1R is also reported to play a critical role in intestinal homeostasis.^16,17^ While these studies highlight the modulation of intestinal homeostasis and regeneration by cholinergic, muscarinic receptor signaling, potential sex-specific and regional differences in the muscarinic modulation of IEC homeostasis and regeneration remain largely unknown.

Several studies highlight sexual dimorphism in the gut which might explain sex-specific variations in intestinal disorders. ISCs of female *Drosophila* and female mice exhibited higher proliferative capacity than in males.^18,19^ Furthermore, estrogen is implicated in the amelioration of dextran sodium sulfate (DSS) induced colitis in ovariectomized mice.^20^ Sexual dimorphism has been observed in the functions of mAChRs in the brain. While female rats exhibited an increased number of muscarinic receptor binding sites in response to chronic ethanol intake, male rats showed no difference.^21^ Further, treating rats with scopolamine, a cholinergic muscarinic receptor antagonist, induced behavioral changes in males but not in females.^22^ In addition to the influence of biological sex, region-specific differences in intestinal segment physiology are reported to impact ISC dynamics and the susceptibility to intestinal disorders.^23–25^ Azkanaz et al. observed regional variations in ISC functionality between the small and large intestine due to retrograde movement.^23^ Moreover, small intestinal ISCs display higher radiosensitivity than colonic ISCs.^26^ These observations suggest that both sex and regional factors influence ISC behavior, yet how modulations by niche factors such as cholinergic signaling may exert sex-specific or regionally different effects on ISC and progenitor cells remains poorly understood. Therefore, we here investigated how cholinergic, muscarinic signaling affects colonic IEC homeostasis, which indeed revealed regional differences as compared to previous data on small intestinal tissues.^9^ More importantly, genetic epithelial ablation of the M3R induced sex-specific changes to colonic IEC homeostasis and regeneration in vivo, which translated in more prominent modulations of female murine and human colonoids in vitro by cholinergic agonism. Modulations of cholinergic, muscarinic signaling thus appear promising to foster intestinal regeneration, yet highlight the importance to take regional as well as sex-specific effects of IEC modulations by niche factors into account.

## 2. Materials and methods

### 2.1. Animal experiments

C57BL/6J (Strain #000664), Lgr5-EGFP-IRES-CreERT2 (Strain #008875), Prox1-CreERT2 (Strain #022075), and R26-tdTom (Strain #007909) mice were purchased from the Jackson Laboratory (USA). Vil-Cre × M3R × M1R fl/fl mice were obtained under an MTA from Columbia University (Prof. Timothy Wang, USA), rederived and employed to derive Vil-Cre × M3R fl/fl as well as Lgr5-EGFP-IRES-CreERT2 x M3R fl/fl and Prox1-CreERT2 x M3R fl/fl strains, respectively. All mice were maintained under specific pathogen-free conditions at a regular 12-hour light–dark cycle with access to food and water ad libitum. All animal experiments were approved by the District Government of Upper Bavaria (Vet 02-19-117) and performed in compliance with the ARRIVE guidelines and the German Animal Welfare and Ethical Guidelines of the Klinikum rechts der Isar, TUM, Munich, Germany.

Acute experimental colitis was induced in wild-type C57BL/6J and Vil-Cre × M3R fl/fl mice by administration of 1% (w/v) dextran sodium sulfate (DSS, MP Biomedicals) in drinking water for 7 days. On day 8, DSS water was replaced with normal drinking water for 5 days. Body weight was measured daily, and stool consistency and fecal occult blood were assessed using the Guaiac test (CARE diagnostica). Animals that lost more than 20% of their initial weight were euthanized.

Conditional M3R deletion was induced by a single oral administration of tamoxifen (3 mg, Sigma-Aldrich) dissolved in corn oil. Animals were sacrificed after 5 days of tamoxifen induction.

### 2.2. Intestinal crypt isolation

Harvested tissue fragments were finely chopped, washed in ice-cold DPBS, and treated with EDTA (Invitrogen) chelation solution (30 mM) with gentle agitation at 4 °C. Subsequently, the suspensions were filtered (100 μm, Greiner Bio-One), centrifuged, and then resuspended in RLT (Qiagen) for RNA extraction or RIPA for Western Blot analysis.

### 2.3. Murine intestinal organoid culture

Intestinal crypts were generated from the proximal colon of age and sex-matched Lgr5-EGFP-IRES-CreERT2 and wild-type C57BL6/J mice. In short, colonic fragments were washed several times in cold 1 × PBS and then incubated in 25 mL of EDTA PBS (30 mM) at 4 °C for 30 min. Intestinal fragments were resuspended in 10% (V/V) FBS in PBS and passed through 100 µm filters. Crypt suspensions were pelleted and resuspended in Corning Matrigel Growth Factor Reduced Basement Membrane Matrix. Droplets of 50 µL were plated on 24-well plates (Corning), overlayed with L-WRN medium, and incubated at 37 °C, 5% CO_2_.

Colonic organoids were maintained on L-WRN medium overnight. Consequently, the medium was replenished daily with fresh Bch-containing medium (250 nM) for 4 days. Supernatants were collected and organoids were harvested for RNA isolation and flow cytometry analysis.

### 2.4. Human intestinal organoid culture

Tissue biopsies from the colon were collected by endoscopy from healthy controls from the Department of Internal Medicine II, TUM University Hospital, Klinikum rechts der Isar, TUM School of Medicine and Health, Technical University of Munich. Samples were collected upon receiving informed consent from each patient. Protocols were approved by the ethics committee of TUM University Hospital, Klinikum rechts der Isar (2021-93_1-S-NP; 2018-322_8-S-SB). All experiments were performed in accordance with relevant guidelines and regulations.

Minced tissue was digested in 2 mM EDTA in DPBS on ice for 20 minutes. Next, the suspension was flushed with cold 10% (v/v) FBS in PBS and was filtered using a 100-µm cell strainer. Crypt suspensions were pelleted and resuspended in the Corning Matrigel Growth Factor Reduced Basement Membrane Matrix. Droplets of 50 µL were plated on 24-well plates (Corning), overlayed with L-WRN medium, and incubated at 37 °C, 5% CO_2_ for 7 days with medium exchange every 2–3 days.

For Bch treatment experiments, established organoid lines (passage 3 or more) were passaged and incubated with a standard L-WRN medium overnight. The medium was exchanged with fresh medium supplemented with Bethanechol (250 nM). The medium was replenished daily with fresh Bch-containing medium for 4 days.

### 2.5. Flow cytometry of colonoids and cell sorting

To generate a single-cell suspension, organoids were harvested and incubated with cold Gentle Cell Dissociation Reagent (GCDR, STEMCELL Technologies) on ice for 10 minutes. Then, organoids were pelleted by centrifuging for 5 minutes at 200 × g at 4 °C. The pellet was resuspended in 5 mL of cold DMEM/F12 + 15 mM HEPES. Samples were centrifuged for 5 minutes at 200 × g at 4 °C. The cell suspension was incubated with TrypLE (Thermo Fisher Scientific) at 37 °C for 5 minutes. Samples were briefly vortexed and DMEM/F12 + 10% (v/v) FBS was added and vigorously mixed. Subsequently, cells were pelleted and incubated with live/dead fixable violet dead cell stain kit (1:1,500, Thermo Fisher Scientific) on ice in the dark for 20 minutes. Events were measured using BD FACSCanto™ II flow cytometer (BD Biosciences) and analyzed by FlowJo software. FACS was performed using BD FACSAria Fusion (BD Bioscience).

The proliferation rate was measured using Click-iT™ Plus EdU Pacific Blue kit (C10636, Thermo Fisher Scientific) according to the manufacturer’s instructions.

### 2.6. L-lactate assay

The L-lactate level was measured in organoid culture supernatants (1:10 v/v) using the kit from Megazyme (K-LATE) according to the manufacturer’s instructions.

### 2.7. Histology and microscopy analyses

Immunohistochemical staining was performed utilizing paraformaldehyde-fixed and paraffin-embedded tissue sections (5-10 µm). Slides were deparaffinized and dehydrated in decreasing concentrations of ethanol according to standard protocols. To retrieve antigens, the slides were subjected to boiling in citrate buffer (10 mM, pH 6.0; Vector laboratories) using a microwave for 5 minutes at 900W followed by 12 minutes at 360W. Endogenous peroxidase was blocked by incubation with 3% (v/v) hydrogen peroxide (Sigma-Aldrich) for 10 minutes. Sections were blocked for 1 hour with 3% (v/v) BSA (Fisher Scientific) in 0.1% (v/v) TritonX-100 in PBS (PBST). Primary antibodies (Table 1) were diluted in 3% BSA in PBST and incubated overnight at 4 °C. The next day biotinylated secondary antibodies (Table 1) were incubated for 30 minutes at RT. Subsequently, the slides underwent incubation with the ABC kit (Vector Laboratories) and were then visualized using 3,3′-diaminobenzidine (DAB, Sigma-Aldrich) as the chromogen. Slides were counterstained with hematoxylin, rehydrated in increasing ethanol, and mounted for viewing. Human colonic tissue sections were provided by the Institute of Pathology of the Technical University Munich and the analysis was approved by the ethics committee of Klinikum rechts der Isar (2021-93_1-S-NP).

**Table 1.** List of antibodies.

Primary antibodies	Host species	Company	Working concentration
α-Tubulin (11H10)	Rabbit	Cell Signaling	1:1000 (WB)
DCAMKL1 (C-Term)	Rabbit	Abcepta	1:500 (IHC)
M3R	Rabbit	Abcam	1:200 (IHC, IF)
P-EGFR (Tyr845)	Rabbit	Thermofisher	1:200 (IHC, IF)
PI3 Kinase p85 beta	Rabbit	Abcam	1:1000 (WB)
**Secondary antibodies/** **labeled polymers**		**Company**	**Working concentration**
Anti-rabbit IgG HRP		Cytiva	1:5000 (WB)
Alexa Fluor 594 goat anti-rabbit IgG		Invitrogen	1:500 (IF)

*Lgr5* ISH was performed using the RNAscope 2.5 LS Reagent Kit–BROWN (322100, Advanced Cell Diagnostics) on an automated Leica BOND RX^m^ system according to the manufacturer’s instructions at the Institute of Pathology, TUM School of Medicine and Health, Technical University of Munich. After deparaffinization and dehydration, colonic sections were incubated with the Lgr5 probe (312178, Advanced Cell Diagnostics) for 2 hours at 42 °C. Next, the signal was amplified for 30 minutes at 42 °C followed by detection using DAB staining. Slides were counterstained with hematoxylin.

Bright-field images were acquired using a microscope (Imager A1; Zeiss) connected to a camera (AxioCam; Zeiss) using AxioVision software.

For immunofluorescence, OCT-embedded intestinal sections were fixed and deparaffinized as described above. Washed slides were permeabilized and blocked simultaneously for 1 hour with 3% (v/v) BSA (Fisher Scientific) in PBST. Primary antibodies (Table 1) were applied for overnight staining at 4 °C in 3% BSA in PBST. The next day, fluorophore-conjugated secondary antibody (Table 1) at a concentration of 1:500 was added for 1h at RT. Slides were counterstained and mounted with Vectashield anti-fade DAPI-containing mounting medium (Vector Laboratories).

H&E-stained colonic tissue sections from experimental mice following induction of colitis were blindly scored as previously published^27^ with the evaluation of the following criteria: crypt architecture (0 for normal to 3 for severe distortion with crypt loss), mucosal inflammatory cell infiltration (0 for normal to 3 for dense infiltrate), submucosal inflammatory cell infiltration (0 for normal to 2 for dense infiltrate) muscle thickening (0 if crypt base rests on muscularis mucosae to 1 for marked thickening), epithelial damage (0 for absent to 3 for ulcerations). The total histological damage score is the sum of all individual scores.

### 2.8. Acetylcholine ELISA

The acetylcholine level was measured in the colon using Ach ELISA (E4453-100, Biovision) according to the manufacturer’s instructions. Colonic tissue was homogenized in 300µl PBS. Samples were diluted 1:5 in dilution buffer and conjugated with HRP-conjugate. After 60 minutes of incubation at 37 °C, wells were washed and absorbance was measured at 450 nm after applying chromogen solution. Protein concentration was determined using a provided standard curve. Values were normalized to sample weights.

### 2.9. KC ELISA

KC levels were measured in the serum of DSS-treated mice (1:5) using mouse CXCL1/KC Quantikine ELISA Kit (MKC00B, R&D Systems) according to the manufacturer’s instruction.

### 2.10. Western blot

Protein was extracted from colonic epithelial-enriched isolates by resuspension in RIPA Buffer supplemented with phosphatase and protease inhibitors (Sigma-Aldrich). Protein concentration was determined by Pierce™ BCA kit (Thermo Fisher Scientific). A mixture of protein samples (50 µg) and Laemmli buffer (Sigma-Aldrich) was loaded onto a precast polyacrylamide gel. Proteins were separated by gel electrophoresis and blotted to polyvinylidene difluoride (PVDF) membranes according to standard protocols. After blotting, membranes were blocked in 5% (w/v) non-fat milk or 5% (w/v) BSA in Tween-TBS (T-TBS) for 1 hour at RT. Diluted primary antibodies in 5% non-fat milk or 5% BSA in T-TBS were applied to membranes and incubated overnight at 4 °C (Table 1). Following incubation, membranes were washed with T-TBS and incubated with respective horse-radish peroxidase (HRP)-conjugated secondary antibodies (Table 1) for 1 hour at RT. Subsequently, blotted membranes were washed with T-TBS. HRP substrate solution was evenly distributed on membranes and chemiluminescence was detected in the ChemiDocTM XRS + imaging system using the ImageLab™ software. Intensity of chemiluminescence was quantified via t ImageJ software and expression levels of proteins of interest were normalized to housekeeper proteins.

### 2.11. PI3K/AKT array

Phosphorylated proteins involved in the PI3K/AKT pathway were assessed by applying protein isolates to the Human/Mouse AKT pathway phosphorylation array C1 (AAH-AKT-1-2, RayBiotech). Protein isolates from colonic crypts of WT and Vil.M3R were processed according to the manufacturer’s instructions. The signal was detected using ChemiDocTM XRS + imaging system.

### 2.12. RNA extraction, cDNA synthesis, and qPCR

RNA isolation was performed using RNeasy Mini kit and RNeasy Micro kit (Qiagen) according to the manufacturer’s protocol. RNA concentrations were measured using NanoDrop 2000 (Thermo Fisher Scientific). cDNA was synthesized with QuantiTect Rev. Transcription kit (Qiagen) using 200-500 ng RNA. Target genes were amplified on qTOWER3 G real-time thermal cycler (Analytik Jena) by utilizing QuantiFast SYBR Green RT-PCR kit (Qiagen) and respective forward and reverse primers (Table 2). Ct-Values of targets were normalized to *RPLP0* or *Hmbs* (Table 2) that served as an internal housekeeping gene via the 2 − dCT. Primers were purchased from Sigma-Aldrich.

**Table 2.** List of oligonucleotides.

Target gene (Human)	Forward primer (5′-3′)	Reverse primer (5′-3′)
*RPLP0*	GCGTCCTCGTGGAAGTGACA	GCGACCTGGAAGTCCAACTA
*CHRM1*	GCCATCCTCCTGGCCTTCAT	GGCTTTGTTGCAGAGTGCGT
*CHRM3*	ACAGGAGGAAGTATGGCCGC	ACTGCTGCTGTGGTCTTGGT
**Target gene (mouse)**	**Forward primer (5′-3′)**	**Reverse primer (5′-3′)**
*Ascl2*	AGTACATTCGGACCCTCTCTC	CGTACCAGTCAAGGTGTGCTT
*Hmbs*	TTGGAAAGACCCTGGAAACC	TGAATTCCTGCAGCTCATCC

### 2.13. RNA sequencing analysis

RNA sequencing was conducted following previously established protocols.^28,29^ In summary, cDNA was synthesized using oligo-dT primers with sample barcodes, unique molecular identifiers (UMIs), and adaptors. The cDNA was subsequently amplified and fragmented using the NEB UltraTM II FS kit. Sequencing was performed on a NextSeq 500 (Illumina) with 65 cycles for read1 (cDNA) and 19 cycles for read2 (barcodes and UMIs). Drop-seq pipeline (v1.0) was used to process the data and generate UMI tables.^30^ Alignment was performed against the reference genome GRCm38 and GRCh38, with gene annotations based on GENCODE M25 and Human Release 38, respectively. Genome-wide differential gene expression analysis was calculated using the DESeq2 R package^31^ for RNA Seq count data, considering a false discovery rate (FDR) of ≤ 0.05 for significance. Designs accounted for identifier and treatment, respectively. PCA was carried out using the plotPCA function from DESeq2. Genome-wide differential gene expression signatures as represented by Wald statistics per gene were interrogated by gene set enrichment analysis^32,33^ using modules “c2.cp”, “c3.tft.gtrd”, “c6.al”, and “h.all” from the MSigDb version 7.4.^34^

### 2.14. Graphical abstracts

All schematics were created with BioRender.com.

### 2.15. Statistical analysis

Statistical analysis was performed with GraphPad Prism version 9 (San Diego, CA, USA). Statistical differences of normally distributed data were assessed by *t*-test while Mann–Whitney *U* test was used for not-normally distributed data. The specific statistical test employed for each graph is outlined in the respective figure legend. Differences between groups were considered to be significant at a *P*-value of * < .05, ** <.01, *** <.001, or **** <.0001.

## 3. Results

### 3.1. Epithelial genetic M3R ablation induces sex-specific modulation of colonic *Lgr5*-expressing progenitor cells

ISCs and progenitor cells are known to express *Chrm3* (gene encoding M3R), which plays a key role in supporting their self-renewal.^5,9,11^ The role of mAChRs, and M3R in particular, was considerably investigated previously in small intestinal homeostasis.^9,14^ However, little is known about the contribution of M3R signaling to colonic homeostasis. First, we confirmed positive co-labeling of M3R with Lgr5-EGFP + progenitor cells in proximal colonic tissue slides from adult Lgr5-EGFP-IRES-CreERT2 mice (Figure 1a). Next, we employed Vil-Cre × M3R fl/fl mice (Vil.M3R) to investigate the effect of IEC-specific genetic ablation of M3R on colonic ISCs and progenitor cells. Interestingly, epithelial deletion of M3R in vivo induced sex-specific differences in colonic *Lgr5*-expressing progenitor cell numbers. While male Vil.M3R mice exhibited a severe reduction in colonic *Lgr5*-expressing progenitor cells, female mice showed the opposite phenotype with an expansion of *Lgr5*-expressing cells (Figure 1b). Moreover, mRNA expression of *Ascl2*, another well-established stem cell marker,^35^ showed distinct expression levels in isolated crypts from Vil.M3R mice from both genders similar to *Lgr5* gene expression (Figure 1c). In view of the reported influence of sex hormones on ISC regulation,^36,37^ we next aimed to dissect the effect of sex hormones in Vil.M3R mice and assessed the impact of genetic M3R ablation in young Vil.M3R mice (22 days of age) that displayed low levels of circulating testosterone and estradiol as previously described^38^ (Figure S1a,b). Notably, male pups still exhibited a significant reduction in colonic *Lgr5*-expressing cells, while females showed a moderate decrease in *Lgr5*-expressing cells as opposed to adult tissue samples (Figure 1d).

**Figure 1.**
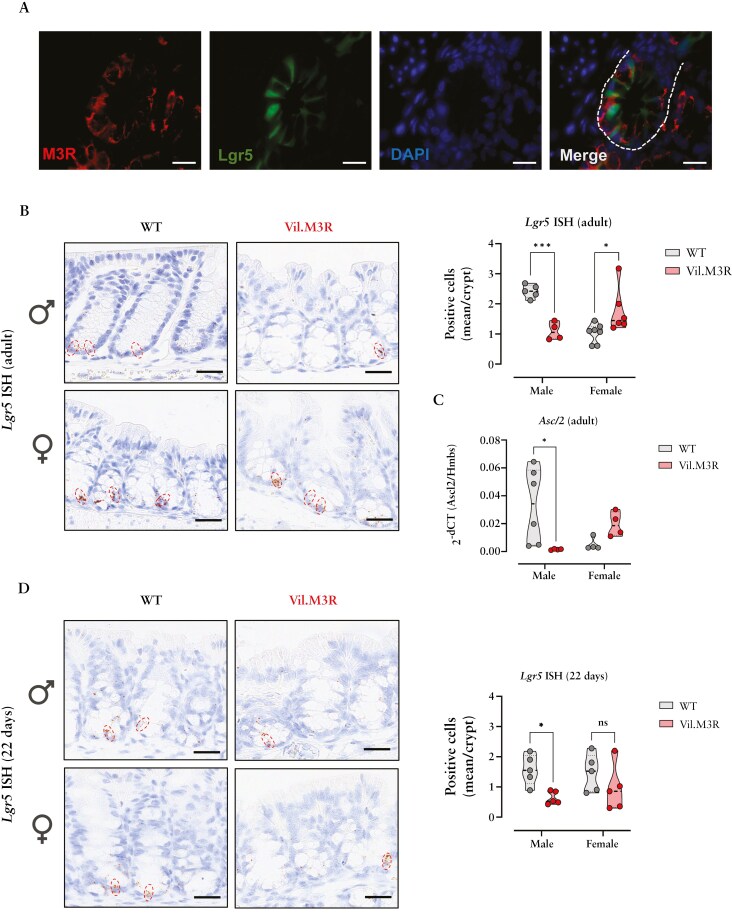
**Sex-specific regulation of colonic Lgr5 + progenitor cells by epithelial M3R ablation.** (**a**) Colonic section from Lgr5-EGFP-IRES-CreERT2 mice was stained with M3R (red). Nuclei were marked with DAPI (blue). Dashed line represents a colonic crypt. Scale bar = 20 µm (40×). (**b**) Representative images of Lgr5 ISH staining of colon harvested from adult WT and Vil.M3R mice. Scale bar = 20 µm (40×). *Lgr5*-expressing progenitor cells (red circles) were counted at the base of the colonic crypts. (**c**) qPCR was performed to measure mRNA levels of *Ascl2* in colonic epithelial extracts from adult WT and Vil.M3R mice. (**d**) Colonic levels of *Lgr5*-expressing progenitor cells (red circles) were measured in young WT and Vil.M3R mice (22 days). Scale bar = 20 µm (40×). Statistical differences were detected by 2way ANOVA with Šídák’s multiple comparisons test. All results are shown as truncated violin plots with median represented as dashed line. *P < .05, ***P < .001.

### 3.2. Colonic epithelial M3R ablation induces compensatory pEGFR + tuft cell expansion and Ach production

Since we observed distinct effects of genetic M3R ablation on colonic progenitor cell types in a sex-dependent manner, we next sought to examine its effect on the cholinergic niche and epithelial differentiation. Similar to the small intestine,^9^ epithelial ablation of M3R led to a significant upregulation of colonic ACh synthesis (Figure 2a). Tuft cells have been identified to be equipped to produce ACh and have been proposed to regulate intestinal homeostasis via muscarinic receptors.^39^ In line with potential regional differences in intestinal tuft cells,^40^ we could observe the expansion of phospho-EGFR (p-EGFR) positive tuft cells in colonic tissues of male and female Vil.M3R mice (Figure 2b). On the other hand, immunostaining for DCLK1, another prominent tuft cell marker, revealed the opposite trend, whereby the number of colonic DCLK1 + cells decreased in male Vil.M3R and appeared unchanged in females compared to controls (Figure S2). These observations contrasted our previous findings from small intestinal tissues of similar transgenic mice.^9^

**Figure 2.**
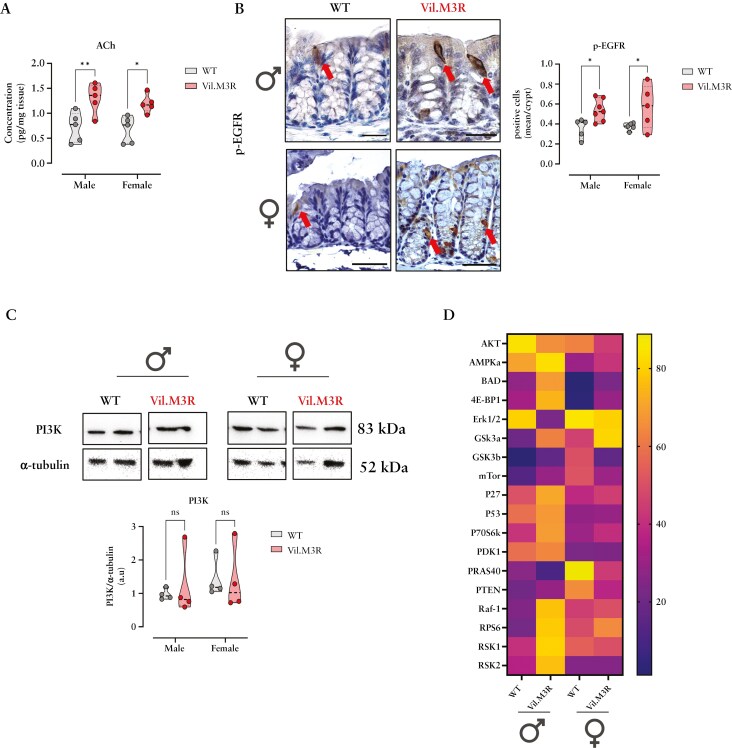
**Colonic epithelial M3R ablation leads to tuft cell expansion and increased acetylcholine production.** (**a**) ACh levels were measured by ELISA in colonic tissue harvested from WT and Vil.M3R mice. (**b**) Representative images of p-EGFR immunostaining of colon harvested from WT and Vil.M3R mice with red arrows showing p-EGFR + cells. Scale bar = 50 µm (40×). p-EGFR positive tuft cells were counted along colonic crypts. (**c**) Western blot was performed from colonic protein extracts from WT and Vil.M3R animals with respective antibodies. Relative protein expression of PI3K was calculated compared to α-Tubulin. (**d**) Heatmap of the average abundance of phosphorylated proteins involved in PI3K/Akt pathway in colonic protein extracts from male and female WT and Vil.M3R mice. Statistical differences were detected by 2way ANOVA with Šídák’s multiple comparisons test. Results are shown as truncated violin plots with median represented as dashed line. *P < .05, **P < .01.

Next, we aimed to identify progenitor cells that potentially sensed genetic cholinergic perturbation and orchestrated the observed p-EGFR + tuft cell expansion. Given the observed variations in *Lgr5*-expressing progenitor cells resulting from epithelial genetic M3R ablation, we first examined Lgr5-EGFP + progenitor cells as potential sensors of cholinergic perturbation. Indeed, conditional M3R deletion in Lgr5-EGFP + progenitor cells (Lgr5-EGFP-IRES-CreERT2 x M3R fl/fl mice) resulted in a moderate expansion of colonic p-EGFR + tuft cells after 5 days of tamoxifen induction (Figure S3a). In contrast, conditional M3R deletion in Prox1-positive progenitor cells (Prox1-CreERT2 x M3R fl/fl mice) did not result in an expansion of colonic p-EGFR + tuft cells (Figure S3b). These data pointed to colonic Lgr5-EGFP + progenitor cells sensing genetic cholinergic receptor ablation, which prominently contrasts the sensing of Prox1-positive progenitors in the small intestine as observed previously.^9^

The PI3K/Akt pathway is a major pathway involved in stem cell maintenance and expansion.^41,42^ Moreover, the PI3K cascade is closely linked to tuft cell differentiation.^9,43^ Hence, we speculated that the changes observed in tuft cells due to altered M3R signaling may relate to downstream activation of the PI3K signaling axis, similar to our observations in small intestine.^9^ Nonetheless, in contrast to small intestine, colonic PI3K abundance appeared comparable between WT and Vil.M3R in both genders (Figure 2c). Moreover, we ran an in-depth analysis using a phosphoprotein array to investigate proteins involved in the PI3K/Akt pathway. This analysis specifically measured phosphorylation states rather than total protein levels, highlighting functional changes in signaling pathways. Interestingly, we could detect pathway changes which appeared, however, more prominent in colonic lysates of male Vil.M3R mice, including the upregulation of phosphorylation levels of BAD, 4E-BP1, Raf-1, GSK3α, RP S6, or RSK1/2 (Figure 2d). Phosphoproteins such as ERK1/2 showed downregulated in male mice with epithelial M3R deletion (Figure 2d). On the other hand, female Vil.M3R tissues exhibited absent or milder pathway changes, especially in regard to the phosphorylation of ERK1/2, BAD or 4E-BP1 (Figure 2d). Collectively, this data points to potential regional differences in sensing cholinergic signaling interruptions by intestinal epithelial progenitor cell types, which correlates with regionally distinct tuft cell expansion and potential sex-specific changes to intracellular PI3K/Akt signaling.

### 3.3. Genetic M3R ablation does not sensitize female mice to acute intestinal injury

Lgr5-EGFP + progenitor cells have been identified to play a critical role in the repair of the intestinal epithelium following intestinal injury.^44^ Several studies highlighted the importance of muscarinic receptors for the maintenance of intestinal mucosal barrier integrity and epithelial regeneration.^12,16,45,46^ Therefore, we next employed an acute colitis model to assess whether the observed differences in *Lgr5*-expressing cell numbers as well as PI3K/Akt pathway members between male and female Vil.M3R would differentially affect intestinal inflammation severity. The acute colonic injury was induced by treating male and female WT and Vil.M3R mice with 1% DSS in drinking water for 7 days, followed by 5 days of normal drinking water (Figure 3a). Interestingly, male Vil.M3R mice exhibited strongly exacerbated manifestations of intestinal inflammation, namely weight loss, rectal bleeding, and diarrhea compared to male controls (Figure 3b,c). A significant weight loss was observed starting from day 6 and reaching its highest peak of 17% on day 10 (Figure 3b). Similarly, male epithelial M3R-ablated animals showed severe rectal bleeding spanning from day 7 to day 10 (Figure 3c). Conversely, female Vil.M3R mice were only mildly affected by DSS compared to their control counterparts (Figure 3b,c). Furthermore, another indication of inflammation severity is colon length shortening.^47^ While male Vil.M3R showed severe colon length shrinkage, female animals were comparable between groups (Figure 3d,e). Acute DSS colitis displays an upregulated Th1-Th17 response with elevation of several proinflammatory cytokines, including Keratinocyte-derived chemokine (KC).^48^ Accordingly, accumulation of the proinflammatory cytokine KC was prominent in the serum of treated male Vil.M3R mice indicating a severe systemic inflammation (Figure 3f). Around 70% of the male mice with epithelial ablation of M3R were euthanized due to severe weight loss which exceeded 20% of the initial body weight (Figure 3g). On the other hand, 90% of female Vil.M3R mice survived to the last day of the experiment (Figure 3g). Histopathological evaluation of H&E-stained colonic sections from DSS-treated animals revealed similar findings with massive mucosal accumulation of immune cells and distortion of the crypt architecture in male Vil.M3R mice (Figure 3h,i).

**Figure 3.**
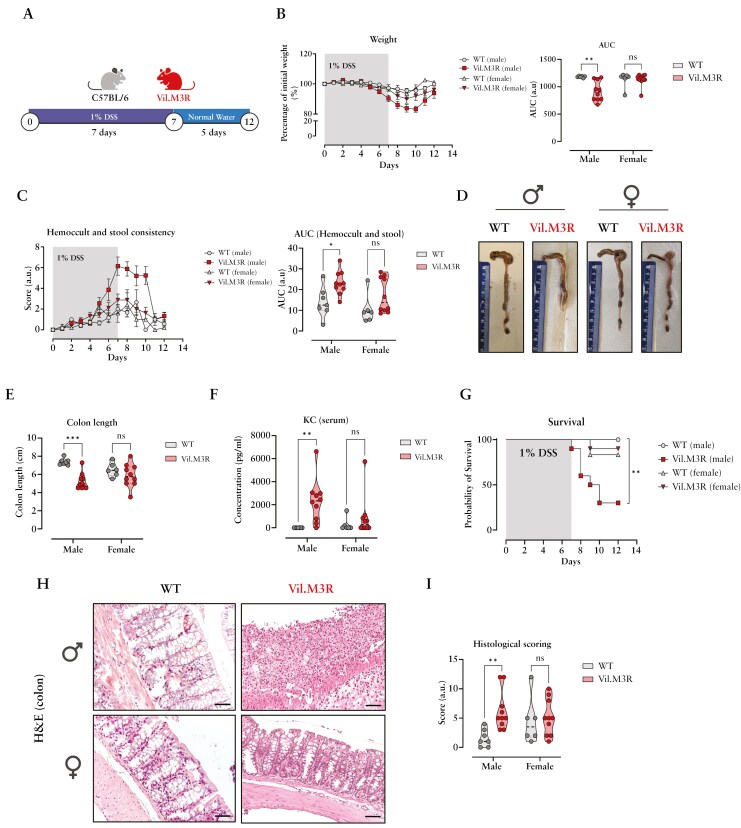
**Acute DSS-induced colitis induces sex-specific phenotypes in mice with epithelial M3R ablation.** (**a**) Acute experimental colitis was induced in WT and Vil.M3R mice from both sexes by dissolving 1% DSS in the drinking water for 7 days followed by 5 days of normal drinking water. (**b**) Body weights were monitored daily and reported as a percentage of the initial body weight before adding DSS. The area under the curve (AUC) was determined for each animal. (**c**) Stool consistency and the presence of blood in stool were evaluated throughout the experiment. AUC was measured for each animal. (**d**) Representative images of colon from DSS-treated mice. (**e**) Colon lengths were assessed in WT and Vil.M3R on day 12. (**f**) ELISA was performed to measure serum levels of KC in DSS-treated animals. (**g**) Survival rates of DSS-treated animals were evaluated. Mice that lost ≥ 20% of their initial body weight were euthanized. (**h**) H&E staining of colonic sections from WT and Vil.M3R animals and (**i**) colon histopathological scoring was conducted. Scale bar = 50 µm (20x). Data are shown as either mean ± SEM or truncated violin plots with median represented as dashed line. Statistical differences were detected by 2way ANOVA with Šídák’s multiple comparisons test except (**g**) Log-rank (Mantel-Cox) test. *P < .05, **P < .01, ***P < .001.

### 3.4. Lgr5-EGFP + progenitor cell expansion and transcriptional activation is prominent in female colonic organoids upon muscarinic activation

Muscarinic activation was reported to upregulate ISC proliferation.^49,50^ In view of our in vivo data, we hypothesized that the observed differences in *Lgr5*-expressing cells between genders may either originate from direct cellular effects of genetic M3R ablation (Figure 2) or differences in the effect of cholinergic stimulation of remaining cholinergic receptors by increased Ach tissue levels, in addition to circulating sex hormones. Therefore, we next employed the intestinal organoid system^51^ to specifically test the effect of cholinergic, muscarinic receptor activation on Lgr5-EGFP + cells and epithelial proliferation. Murine colonic organoids generated from proximal colon were treated with 250 nM bethanechol (Bch), a non-selective mAChRs agonist, for 4 days (Figure 4a). Morphologically, Bch-treated male-derived organoids appeared larger in size than untreated controls (Figure 4b). Interestingly, treatment with Bch resulted in an expansion of Lgr5-EGFP + cells and increased proliferation in female-derived colonoids, whereas no such effect was observed in organoids from male mice (Figure 4c,d). Metabolic changes are known to drive IEC proliferation.^52^ ISC proliferation is associated with upregulated glycolysis, while differentiated IEC display boosted mitochondrial respiration.^53,54^ Interestingly, metabolic analysis revealed a significant increase in the glycolysis byproduct L-lactate concentration in the supernatant of female colonic organoids treated with Bch (Figure 4e, f). Next, we performed bulk RNA sequencing analysis of sorted Lgr5-EGFP + cells from non-treated (UT) and Bch-treated colonoids. Indeed, principal component analysis (PCA) showed a distinct genetic profile of Bch-treated female organoids (Figure 4g). 

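Colonoids, epithelial organoids grown from colonic crypts, were derived from 4 female and 4 male mice, and each mouse gave cells from untreated colonoids and from colonoids kept for 4 days with 250 nM Bch, an agonist of muscarinic acetylcholine receptors. EGFP expressed from the Lgr5 locus marks stem and progenitor cells, and the number of sorted cells was 3000 for most mice and treatments, with the highest number, 13114, for untreated male mouse 1. The deposited labels give a sex for the 4 male mice only. The other 4 mice were taken as female because the description of the series counts 4 female and 4 male mice and Figure 4g shows 4 female pairs. For these 4 mice the labels also name colonic organoids in place of sorted cells as the source, and the RNeasy Mini in place of the RNeasy Micro kit, so that sex cannot be told apart from the kit or the source. The authors made cDNA with barcoded oligo-dT primers that carry unique molecular identifiers (UMIs), aligned the reads to GRCm38 with the Drop-seq pipeline, and deposited the number of UMIs counted per gene without normalization. Each mouse and treatment was represented by 2 technical replicates, 32 libraries in all, which held between 267146 and 2119938 UMIs with a median of 973685. Technical replicates were libraries of the same cells, so they were summed and counted once in n. The sums ranged from 1622402 to 3185069 UMIs in untreated female mice (median 1844587.5), from 1066102 to 4050342 in Bch-treated female mice (median 2318547.5), from 557512 to 2065463 in untreated male mice (median 1705517) and from 1698300 to 2560328 in Bch-treated male mice (median 2000646.5). At these depths a gene with 0 UMIs in a sum could be present at up to 5.38 CPM in untreated male mouse 3, which had the fewest UMIs, and at up to 0.741 CPM in Bch-treated female mouse 8, which had the most. The technical replicates of a pair differed in their totals by 1.07 to 1.11 times, but 100 of the 8861 genes with at least 200 UMIs differed by more than 2-fold between them, 37 of which encode ribosomal proteins. Differential expression was tested with edgeR's quasi-likelihood test on the summed counts of 1 sex, with TMM normalization, edgeR's filter on low counts, the mouse as a block and a Benjamini-Hochberg adjusted p of 0.05 as the threshold.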

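For the 8 female sums, PCA of DESeq2's variance-stabilized counts was run on the 500 most variable genes. The first component held 44.5% and the second 18.2% of the variance. With Bch, 2 of the 4 mice moved up and 2 moved down on the first component, while 1 moved up and 3 moved down on the second. Treatment within mice accounted for 9.63% of the summed squared distance among the libraries, and differences between mice for 55.0%. When the treatments were swapped within mice, 7 of the 8 possible assignments gave a share of treatment at least this large (one-sided exact permutation test, p = 0.875), where 4 mice allow no p below that of 1 in 8 assignments. The distance between the untreated and the Bch-treated cells of a mouse was 9.19 ± 2.95 (SD, n = 4 mice), against 10.0 ± 1.52 (SD) between untreated cells of different mice. The share of treatment moved most among fits with all 4 mice when log2 CPM replaced the variance-stabilized counts, to 13.6%.

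Gene by gene, 0 of the 9515 genes tested in female cells passed the threshold, and 360 had an unadjusted p under 0.05, of which 236 were higher and 124 lower with Bch. Counting the technical replicates as separate libraries moved this count most, to 170 genes. The smallest p-values belonged to Gcg among the lower genes and to Fcgbp among the higher ones. Gcg, which encodes proglucagon, lies on chromosome 2 of GRCm38 from 62474530 to 62483650. Its level was 109 ± 147 CPM (SD, n = 4 mice) untreated and 54.1 ± 63.8 (SD, n = 4) with Bch, and it was lower in 4 of 4 mice, with a log2 fold change of -0.81 (standard error 0.17, adjusted p = 0.177 from edgeR's quasi-likelihood test). Fcgbp, on chromosome 7 from 28071236 to 28120862, rose from 31.5 ± 10.4 to 52.2 ± 11.8 CPM (SD, n = 4) and was higher in 4 of 4 mice, with a log2 fold change of 0.77 (standard error 0.19, adjusted p = 0.539 from the same edgeR test). Of the read-length sequences at its 3′ end, 28.4% also occur in other genes. H1f5, on chromosome 13 from 21779832 to 21780625, had a log2 fold change of 0.57, and Nbas, on chromosome 12 from 13269133 to 13583811, of -1.69, each in the same direction in 4 of 4 mice and neither past the threshold.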

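Pathway responses in female cells were measured with 11 gene lists written by hand for the pathways of Figure 4h before the data were examined, since the Hallmark sets were not used here. Genes were ranked by the signed square root of edgeR's quasi-likelihood F and tested by preranked enrichment with fgsea, whose p-values come from shuffling genes and treat genes as independent. Among the lists for hypoxia, TNF-alpha/NF-κB, apical junction, mTORC1 and mitotic spindle, the hypoxia list had the highest normalized enrichment score, 2.35 over 118 tested genes (adjusted p = 9.54e-10 over the 11 lists). Its median log2 ratio of Bch over untreated, relative to all tested genes, was above 0 in 4 of 4 mice, and 84 of its genes rose while 34 fell. Adjusted over the list alone, 3 of the 118 hypoxia genes passed the threshold, against 0 when adjusted over all genes tested. The score was 1.81 for the TNF-alpha/NF-κB list (adjusted p = 9.23e-05, higher in 4 of 4 mice), 1.69 for apical junction (adjusted p = 0.00168, higher in 3 of 4), 1.74 for mTORC1 (adjusted p = 9.23e-05, higher in 2 of 4) and 1.78 for mitotic spindle (adjusted p = 9.23e-05, higher in 3 of 4). In mouse 8 the TNF-alpha/NF-κB list was higher by a median log2 ratio of 0.00027 only, which is practically no change. Most of these calls depended on single mice. The TNF-alpha/NF-κB list did not pass without female mouse 7 (1.29) or 10 (1.24), apical junction without mouse 7 (1.28), and mTORC1 (1.27) and mitotic spindle (1.18) without mouse 9, while hypoxia passed without any one of them. With genes in more than 1 list left out, TNF-alpha/NF-κB (1.39) and mTORC1 (1.17) did not pass and hypoxia scored 1.64. These lists shifted by little per gene, with median log2 fold changes from 0.022 for mTORC1 to 0.15 for hypoxia. The choice of set test moved the result most. Of all 11 lists, 10 passed the threshold with fgsea and 9 with camera at a preset inter-gene correlation of 0.01. With camera at an estimated correlation or with fry, which uses the spread between mice, 0 passed, 1 list had an unadjusted p under 0.05 in each, and all 11 kept their sign.

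Within these lists, Slc2a1 (hypoxia and mTORC1), a glucose transporter on chromosome 4 of GRCm38 from 119108711 to 119137983, rose from 22.2 ± 3.58 to 39.0 ± 11.6 CPM (SD, n = 4 mice), a log2 fold change of 0.76 (standard error 0.21, adjusted p = 0.988 from edgeR's quasi-likelihood test), and was higher in 4 of 4 mice. Selenbp1 (hypoxia), on chromosome 3 from 94933056 to 94944758, had a log2 fold change of 0.57 and was higher in 4 of 4 mice, with 39.0% of its 3′-end sequences shared with other genes. The log2 fold change was 0.62 for Egln3 (mTORC1), 0.66 for Plk2 and 1.02 for Fosl1 (TNF-alpha/NF-κB), 0.94 for Nf1 and 0.68 for Rasa1 (apical junction), and 0.50 for Wasf2 (mitotic spindle). All of these rose in 4 of 4 mice except Fosl1, which rose in 3, and none passed the threshold over all genes.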

Bch-treated female Lgr5-EGFP + cells exhibited enhanced activity in pathways associated with hypoxia, cholesterol homeostasis, TNF-alpha/NF-κB, apical junction, mTORC1, and mitotic spindle (Figure 4h). On the other hand, pathways such as Myc, E2F, DNA repair or oxidative phosphorylation were downregulated in Lgr5-EGFP + cells treated with Bch (Figure 4h). In contrast, RNA sequencing analysis did not reveal prominent changes in Bch-treated colonic, male Lgr5-EGFP + cells (see deposited data).

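Among the lists that fell in female cells, DNA repair had a normalized enrichment score of -1.82 (adjusted p = 9.23e-05 over the 11 lists) and was lower in 4 of 4 mice. It also had the smallest adjusted p under fry, 0.0941. The score was -1.73 for E2F targets (adjusted p = 9.23e-05) and -1.72 for Myc targets V2 (adjusted p = 0.00391), and both were lower in 3 of 4 mice. Myc targets V1 had a score of -1.24 and was not past the threshold (adjusted p = 0.0535). The 2 Myc lists and the E2F list depended on female mouse 10. Without this mouse their scores turned positive, to 1.11 for Myc targets V1, 0.863 for Myc targets V2 and 1.04 for E2F targets, and none passed the threshold. The score of DNA repair without this mouse was -1.95. Median log2 fold changes were small, from -0.066 in the DNA repair list to -0.041 in Myc targets V1, where 125 genes fell and 71 rose.

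Among the genes of these lists that fell, the smallest p-values belonged to Pnn (log2 fold change -0.46) and Spc25 (-0.37) among the E2F targets, Pola1 (-0.49) and Eif1b (-0.39) in DNA repair, Mphosph10 (-0.30) and Aimp2 (-0.25) in Myc targets V2, and Ube2e1 (-0.25) in Myc targets V1. Each was lower in 4 of 4 mice, and none passed the threshold over all genes or adjusted over the list alone. Of the 3′-end sequences of Ube2e1, 13.1% are shared with other genes.

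**Figure D1:**
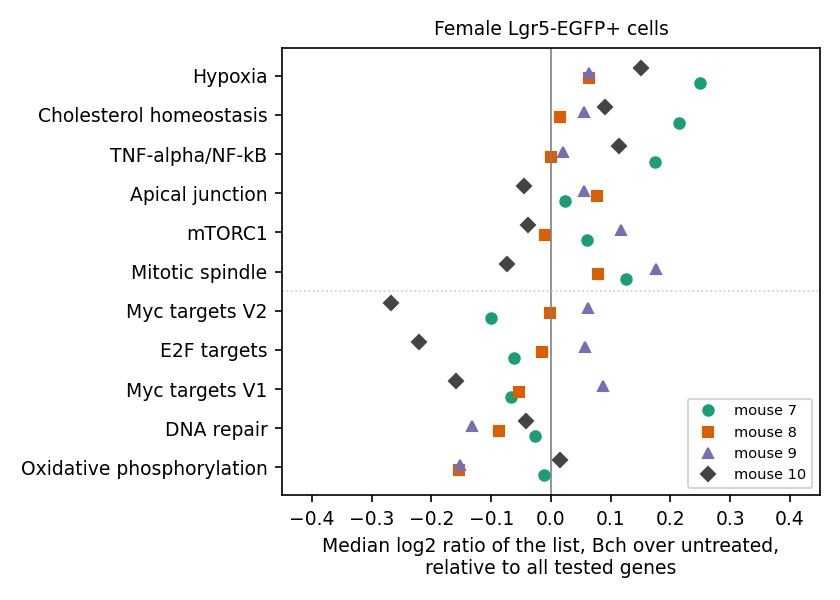
Median log2 ratio of Bch over untreated for the genes of each list, relative to all tested genes, with 1 point per female mouse. The hypoxia, cholesterol homeostasis and TNF-alpha/NF-κB lists lie above 0 and the DNA repair list below 0 in 4 of 4 mice, and mouse 10 has the lowest Myc and E2F values. The TNF-alpha/NF-κB value of mouse 8, 0.00027, is practically 0.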

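In male Lgr5-EGFP+ cells, 2 of the 9509 genes tested passed the threshold, both higher with Bch, and 734 genes had an unadjusted p under 0.05. Rn7sk, a small nuclear RNA gene on chromosome 9 of GRCm38 from 78175303 to 78175633, rose from 166 ± 56.6 to 251 ± 68.9 CPM (SD, n = 4 mice), a log2 fold change of 0.61 (standard error 0.10, adjusted p = 0.00878 from edgeR's quasi-likelihood test). Rps24-ps3, a pseudogene on chromosome X from 79195047 to 79195448, rose from 92.3 ± 24.5 to 145 ± 10.1 CPM (SD, n = 4), a log2 fold change of 0.64 (standard error 0.12, adjusted p = 0.0252 from the same edgeR test). Both were higher in 4 of 4 mice. They also rose in female cells without passing. On the log2 scale Rn7sk rose by 1.12 in 3 of 4 mice (standard error 0.75) and Rps24-ps3 by 0.64 in 4 of 4 (standard error 0.25). With one mouse left out these female values ranged from 0.52 to 1.7 and from 0.27 to 0.82, so their size depends on single mice. A rise in male cells only was therefore not shown for either gene. Both share 3′-end sequence with other genes, 66.3% for Rn7sk and 53.0% for Rps24-ps3, so their counts are uncertain. The number of genes moved most when technical replicates were counted as separate libraries, to 338, and without the mouse as a block 0 genes passed while 478 had an unadjusted p under 0.05. When each mouse was left out in turn, between 0 and 19 genes passed.

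Of the 11 pathway lists, 0 passed the threshold in the direction shown for female cells in Figure 4h, and 1 had an unadjusted p under 0.05. This list, Myc targets V1, passed in the other direction, with a normalized enrichment score of 1.72 (adjusted p = 0.000675), but it was higher in 2 of 4 mice only, passed neither with camera nor with fry, and fell to a score of 1.05 without male mouse 2. The hypoxia list scored 0.950 (adjusted p = 0.670). Ranked by DESeq2's Wald statistic, the kind of ranking the paper describes, 2 lists passed in the female direction by fgsea. They were DNA repair (score -1.44, adjusted p = 0.0213) and oxidative phosphorylation (score -1.50, adjusted p = 0.00552). Adjusted over each list alone, 1 hypoxia gene and 4 mTORC1 genes passed in male cells, against 3 and 0 in female cells. In the PCA of the male cells, treatment within mice accounted for 17.0% of the summed squared distance, and no other swap of the treatments gave as much (1 of 8 assignments in a one-sided exact permutation test, the smallest share that 4 mice allow). All 4 male mice moved down on the first component, which held 44.9% of the variance, but by unlike amounts. Male mouse 3, whose untreated sum was the shallowest, moved from 9.795 to -0.9652. The moves were from -2.197 to -4.862 in mouse 1, from 1.881 to -0.7649 in mouse 2 and from -1.371 to -1.515 in mouse 4. With one mouse left out the share ranged from 12.2% without male mouse 3 to 30.9% without male mouse 1, where the median over the swaps was itself 20.4%, against 9.95% with 4 mice. Across the 9128 genes tested in both sexes, the log2 fold changes of female and male cells had a Pearson correlation of 0.0359. This correlation is across genes, which are not independent replicates. With 0 female and 2 male genes past the threshold, noise alone could bring it near 0. It therefore does not show that the responses of the sexes are unrelated.

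**Figure D2:**
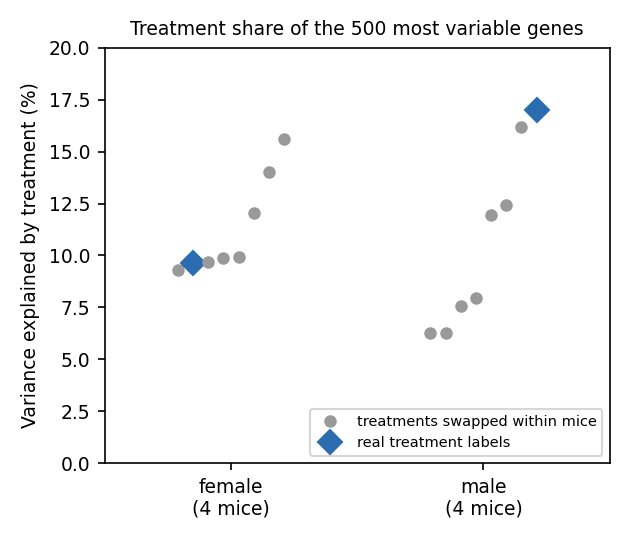
Percent of the variance of the 500 most variable genes explained by treatment within mice, for female and male cells. Diamonds are the real treatment labels and grey points the other assignments of the treatments within 4 mice. The real value lies among the lower points in female cells and is the highest in male cells, at 17.0%.

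**Figure D3:**
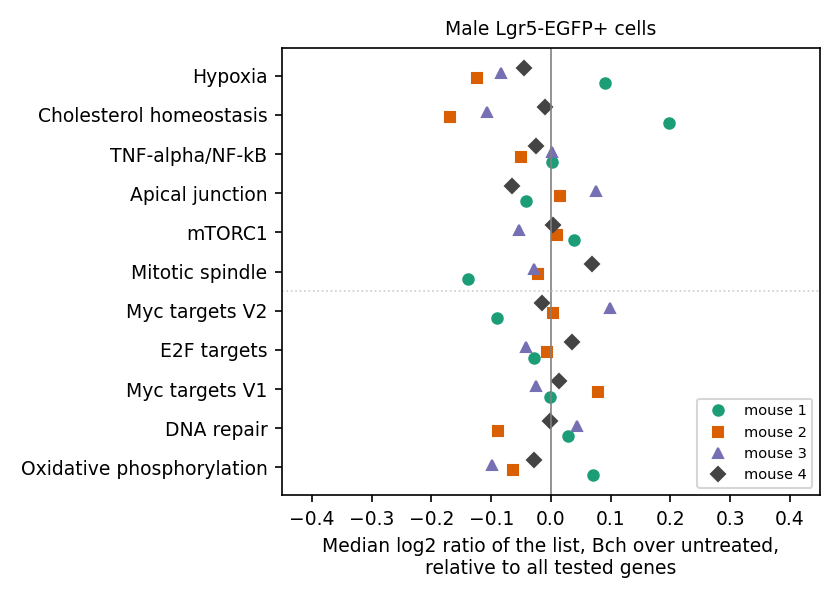
Median log2 ratio of Bch over untreated for the genes of each pathway list, relative to all tested genes, with 1 point per male mouse. No list that rose or fell in 4 of 4 female mice does so in 4 of 4 male mice.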

**Figure 4.**
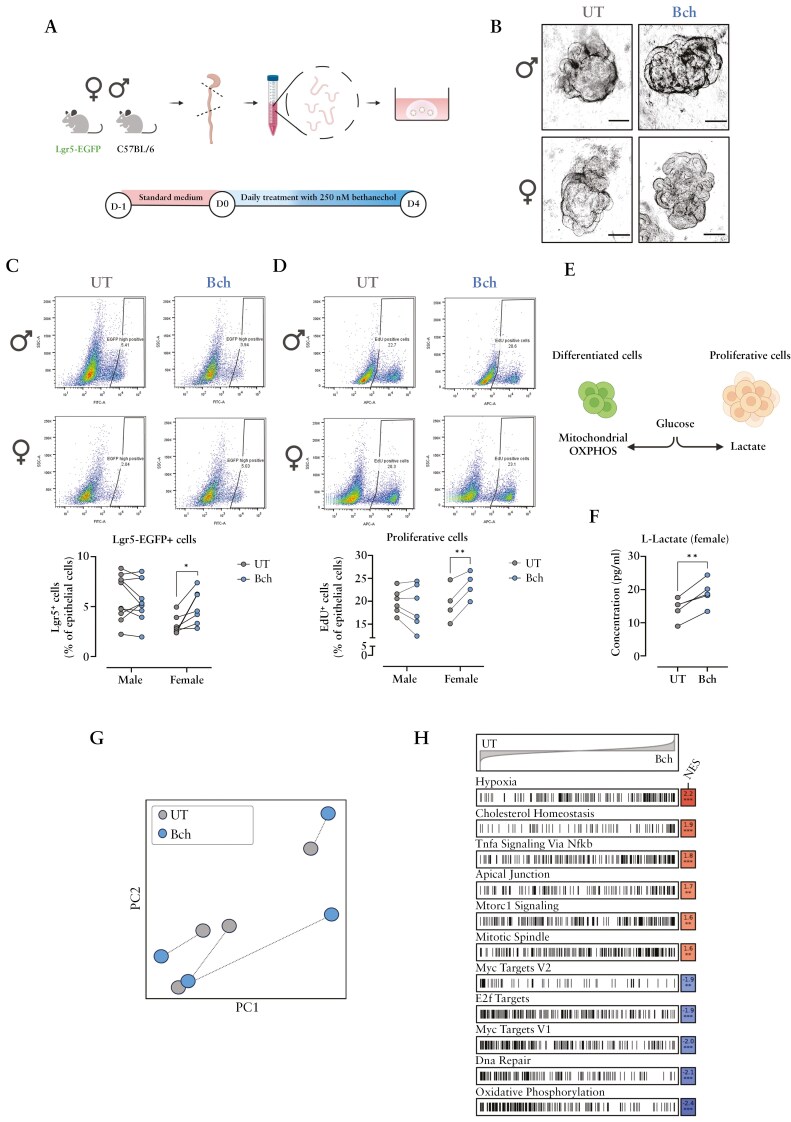
**Muscarinic activation increased Lgr5-EGFP + cells and proliferation in female-derived colonic organoids.** (**a**) Colonic organoids were generated from the proximal colon of Lgr5-EGFP-IRES-CreERT2 and WT C57BL6/J mice and incubated with standard growth medium for 1 day. Subsequently, they were treated daily with Bch (250 nM) for 4 days. (**b**) Representative microscopic images of untreated (UT) vs Bch-treated colonoids on day 4. Scale bar = 100 µm (20×). (**c**) Lgr5-EGFP + progenitor cells were detected by flow cytometry in single-cell suspension from male and female colonoids. (**d**) Proliferative capacity was measured by EdU assay. (**e**) Summary of glucose metabolism in proliferative and differentiated cells. (**f**) Lactate levels were measured in the supernatants of UT and Bch-treated organoids. (**g**) PCA of transformed count data from bulk RNA sequencing of Lgr5-EGFP + progenitor cells isolated from UT and Bch-treated female colonoids. (**h**) Hallmark gene-set enrichment analysis of differential gene expression in Lgr5-EGFP + progenitor cells isolated from untreated (UT) and Bch-treated female colonoids. Statistical differences were detected by multiple paired *t* tests. *P < .05, **P < .01. UT: untreated; Bch: bethanechol; NES = normalized enrichment score.

### 3.5. Treatment with bethanechol enhances the proliferative capacity of human female-derived colonoids

Next, we explored whether the sex-specific findings observed in murine organoids could be replicated in human colonic organoids. Human RNA seq-analysis revealed high expression of *CHRM3* in the colon compared to small intestine (proteinatlas.org) (Figure 5a). In line, we could confirm the epithelial presence of M3R in human colonic tissue sections (Figure 5b). Biopsies from ascending and transverse colon of male and female donors were used to generate colonoids for in vitro experiments (Figure 5c, Table 3). qPCR analysis of cultured organoids confirmed the prominent expression of *CHRM3* as compared to *CHRM1* (Figure 5d). Next, we investigated the effects of mAChR activation in human colonic organoids employing Bch treatment. Interestingly, similar to murine organoids, female-derived colonoids exhibited increased proliferation after 4 days of Bch treatment, while in male-derived organoids Bch had no effect on proliferation (Figure 5e). Bulk RNA sequencing analysis of Bch-treated female human colonoids subsequently confirmed pathway changes induced by Bch, such as the upregulation of Myc targets or downregulation of epithelial mesenchymal transition, oxidative phosphorylation, mTORC1 signaling, hypoxia, or glycolysis (Figure 5f,g). Interestingly, the downregulation of the pathway oxidative phosphorylation appeared similar to the effect of Bch on murine female Lgr5-EGFP + cells (Figure 4h). Conversely and in line with the murine data, no prominent alterations were observed in Bch-treated male human colonoids. Collectively, our data thus point at sex-specific differences in the modulation of IECs, and epithelial progenitor cell types in particular, by cholinergic signaling, which importantly appears to translate in part into human IECs.

**Table 3.** Clinical characteristics of donors for human organoid generation.

Total number of donors	13	
Sex	Male	Female
	7 (53.8)	6 (46.2)
**Age (mean ± SD)**	59.3 ± 12.2	45.3 ± 16.8
**Biopsy localization**		
Ascending colon	1 (14.3)	3 (50)
Transverse colon	6 (85.7)	3 (50)

Values are *n* (%) unless otherwise indicated.

**Figure 5.**
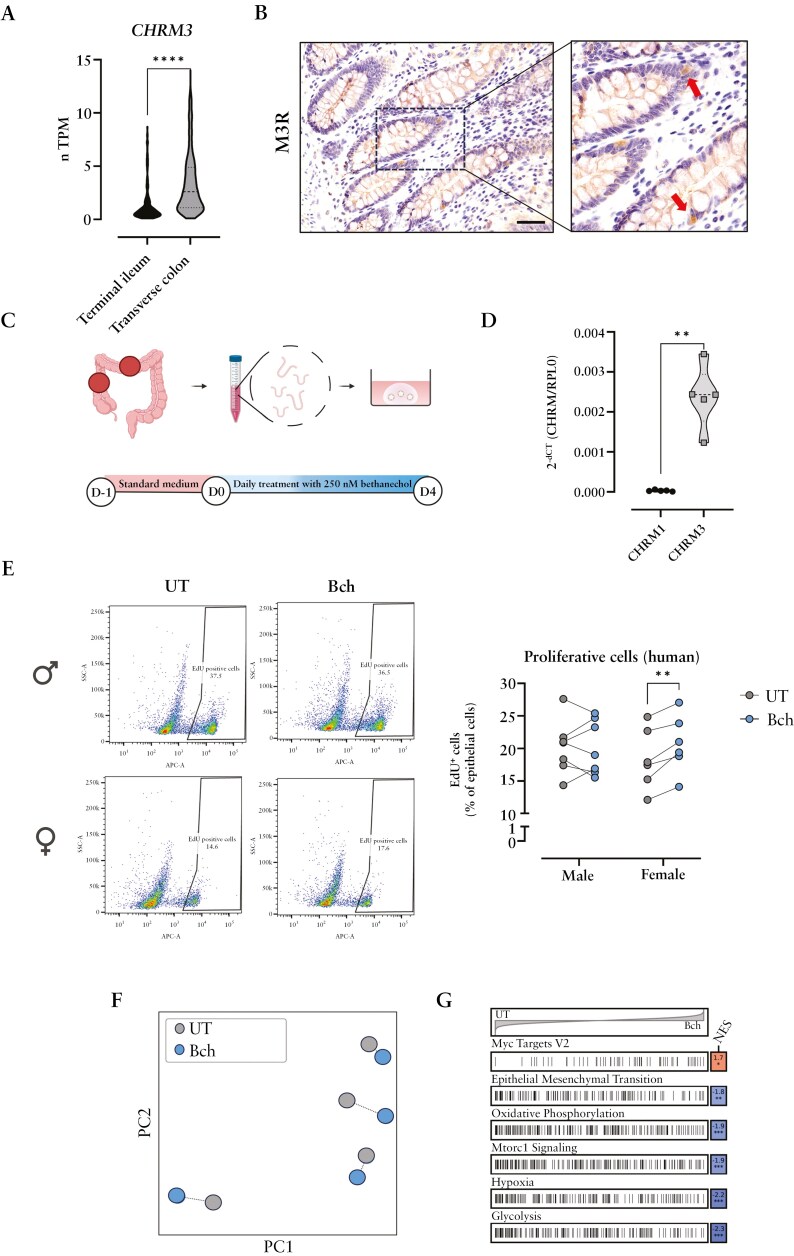
**Bethanechol treatment boosts the proliferative capacity of colonoids derived from human females.** (**a**) Violin box represents transcripts per million (nTPM) of *CHRM3* in terminal ileum and transverse colon. Data were obtained from proteinatlas.org. (**b**) Representative images of M3R immunostaining of colon with red arrows showing M3R-positive cells. Scale bar = 100 µm (20×). (**c**) Schematic representation of human colonic organoid generation. Crypts were isolated from biopsies collected from ascending and transverse colon and seeded in Matrigel. Organoids (≥ passage 3) were treated with 250 nM Bch on a daily basis after 24 hours incubation with standard medium. (**d**) mRNA expression of *CHRM1* and *CHRM3* was measured in human colonic organoids by qPCR. (**e**) EdU cell proliferation assay was performed in single cell suspension from UT and Bch-treated colonoids. (**f**) PCA of transformed count data from bulk RNA sequencing of UT colonoids and organoids treated with Bch. (**g**) Hallmark gene-set enrichment analysis of differential gene expression in UT and Bch-treated female colonoids. Statistical differences were detected by (**a**,**d**) Mann Whitney test or (**e**) multiple paired t tests. **P < .01, ****P < .0001. UT: untreated; Bch: bethanechol; NES = normalized enrichment score.

## 4. Discussion

The ISC niche comprises a wide range of cells that release different modulators that play a decisive role in intestinal homeostasis. The impact of the prominent neuromodulator ACh is not confined to the ENS, but prominently extends to modulate epithelial functions.^5^ To investigate this in more detail, we here explored modulations of intestinal epithelial M3R signaling as well as cholinergic, muscarinic receptor agonism and its impact on colonic ISC homeostasis.

First, we demonstrated the presence of the M3R subtype in colonic Lgr5-EGFP + progenitor cells. Several studies reported similar findings in the murine small intestine.^9,10^ Nonetheless, studies focusing on the colonic compartment are scarce. Khan et al. indicated that mAChRs, located in the colonic epithelium, would regulate the response to intestinal inflammation.^17^ By utilizing the Vil.M3R mouse model, we here revealed that the epithelial M3R indeed appears to play opposite roles in male as compared to female mice, prominently altering the population of colonic *Lgr5*-expressing progenitor cells. Sex-specific variations are evident in the stem cell phenotype of several organs including the gut.^19,55,56^ Our data suggest that the decrease in *Lgr5*-expressing progenitor cells in the male colon upon genetic M3R deletion is testosterone-independent. In contrast, the observed expansion of *Lgr5*-expressing progenitor cells in adult female Vil.M3R tissues may be driven by estrogen, which is in line with previous studies showing that estrogen promotes stem cell proliferation and self-renewal.^55,57^ Berger et al. highlighted the presence of sexual dimorphism in the response of colonoids to pharmacological M3R modulation in the context of prenatal stress.^58^ Specifically, colonoids from male mice exposed to stress exhibited increased size when treated with an M3R inhibitor, while their female counterparts displayed the opposite.^58^

As a result of epithelial genetic M3R deletion, we observed the expansion of p-EGFR + tuft cells along with promoted production of colonic ACh. Tuft cells are uniquely equipped among IEC to produce ACh and may play a critical role in stemness regulation via the EGFR/Akt axis.^39^ M3R, in particular, was reported as a potential link between ACh and the activation of the EGFR/Akt pathway in gastric cancer cells.^59^ Despite the observation that male and female Vil.M3R mice displayed no changes in the expression of PI3K, divergent phenotypes were observed between males and females in downstream signaling of the PI3K/Akt pathway. These changes were mainly detected in tissues from male mice, which might indicate the involvement of female sex hormones in buffering the effect of PI3K/Akt activation on ISCs. Indeed, estrogen has been implicated in the regulation of intestinal homeostasis via the regulation of PI3K activity and Akt phosphorylation.^60^ Furthermore, Hedges et al. showed that pharmacological inhibition of PI3K induced sex-dependent effects on the expression of liver antioxidant genes.^61^

Importantly, we could observe a prominent sexual dimorphism in response to intestinal injury. Female mice with epithelial genetic M3R ablation appeared protected from the damaging effects of DSS, while males showed exacerbated inflammation. These findings could in part be explained by the observed variations in *Lgr5*-expressing progenitor cells between male and female Vil.M3R mice. The importance of Lgr5-EGFP + progenitor cells in epithelial regeneration and repair is well documented.^44^ Moreover, the observed response to injury may also involve an interplay with the sexual identity of the epithelium. For instance, Zitter et al. demonstrated that Lgr5-positive progenitor cells in males are more radiosensitive than in females,^62^ however non-treated sex-matched control mice were employed in our study to control for such potential effects. Another factor that might play a role in our in vivo model is a potential divergent cholinergic modulation of regeneration. Besides M3R, murine colonic IECs express M1R, which was reported to promote cell proliferation.^17^ Therefore, it can be hypothesized that M1R may potentially compensate the loss of M3R function in female colonic epithelium in vivo, thereby preserving the *Lgr5*-expressing progenitor cell compartment, but not in male colonic epithelium. These findings are corroborated by a previous study that demonstrated the efficacy of Bch in the absence of M3R.^12^

Intestinal organoids show transcriptional changes when compared to their tissue of origin, however, certain transcriptional programs from distinct compartments, including gender, also appear conserved.^63^ Indeed, sex-specific modulations of IEC homeostasis by cholinergic, muscarinic signaling appeared to translate into in vitro models, where we could observe an expansion of Lgr5-EGFP + cells and increased proliferation in female-derived colonoids treated with Bch. Metabolically, Bch treatment promoted lactate production in treated female-derived IECs in vitro. Levin et al. reported similar findings with modulation of glycolytic capacity by Bch in the rabbit urinary bladder.^64^ Since metabolic identity is a crucial factor influencing stemness and the proliferative potential of the intestinal epithelium,^52^ the increase in lactate is particularly significant as it has been shown to enhance the proliferation of Lgr5-positive progenitor cells.^65^ Moreover, in the same direction, bulk RNA sequencing analysis of Lgr5-EGFP + progenitor cells revealed differential regulation of certain metabolic pathways such as cholesterol homeostasis and mitochondrial OXPHOS in response to Bch treatment in female organoids. 

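The cholesterol homeostasis list had 66 tested genes in female cells, of which 46 rose and 20 fell with Bch. Its normalized enrichment score was 1.79 (adjusted p = 0.000653 over the 11 lists), and its median log2 ratio relative to all tested genes was 0.21, 0.015, 0.055 and 0.091 in mice 7, 8, 9 and 10. The oxidative phosphorylation list had 198 tested genes, of which 147 fell and 51 rose, and a score of -1.86 (adjusted p = 6.82e-06). Its median log2 ratio was -0.012, -0.15, -0.15 and 0.015 in the same mice, and without mouse 8 its score was -1.08 and no longer past the threshold. Under fry the adjusted p was 0.290 for cholesterol homeostasis and 0.392 for oxidative phosphorylation. Reactome's own sets for cholesterol biosynthesis, with 21 tested genes, and for respiratory electron transport, with 84, scored 1.86 (adjusted p = 0.00584 over 7 Reactome sets) and -2.06 (adjusted p = 4.27e-05). The other 5 of the 7 did not pass, with 1.54 for response to hypoxia and -1.32 for S phase (adjusted p = 0.0722 each), 1.35 for cell-cell junctions (adjusted p = 0.155), -1.14 for DNA repair (adjusted p = 0.216) and, opposite to the mitotic spindle list, -1.01 for mitotic prometaphase (adjusted p = 0.428).

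Hmgcs1, which encodes hydroxymethylglutaryl-CoA synthase and lies on chromosome 13 of GRCm38 from 119690379 to 119708260, rose from 58.7 ± 14.7 to 78.6 ± 8.40 CPM (SD, n = 4 mice), a log2 fold change of 0.44 (standard error 0.16, adjusted p = 0.999 from edgeR's quasi-likelihood test), and was higher in 4 of 4 mice. Cxcl16, the other cholesterol list gene with the smallest p, had a log2 fold change of 0.58. Timm9 and Timm10 in the oxidative phosphorylation list had log2 fold changes of -0.43 and -0.35 and were lower in 4 of 4 mice. With one mouse left out, Timm9 ranged from -0.58 to -0.17 and Timm10 from -0.46 to -0.24, so their size depends on single mice.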

Upregulation of cholesterol synthesis is known to drive ISC proliferation.^66,67^ In addition, proliferative ISCs suppress OXPHOS by reducing the activity of the mitochondrial pyruvate carrier (MPC), which restricts the transport of pyruvate into the mitochondria and facilitates their proliferative state.^68^ Importantly, our RNA sequencing analysis revealed apparent transcriptional changes induced by Bch treatment in murine and human female samples, yet did not reveal prominent changes to investigated male samples, which in addition supports the observed biological sex-specific effects of Bch. 

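The difference between the female and the male response of the mouse cells was tested directly, as the interaction of sex and Bch over all 16 sums. Of 10280 genes, 0 passed the threshold and 451 had an unadjusted p under 0.05. The gene count moved most with no filter on low counts, where only Gcg passed. With fgsea, 9 of the 11 pathway lists differed between the sexes in the direction of Figure 4h, with scores that included 1.88 for hypoxia (adjusted p = 4.21e-05) and -1.80 for Myc targets V1 (adjusted p = 4.21e-05). E2F targets (score -1.24) and DNA repair (score -1.26) did not pass. Camera at the preset correlation gave 5 lists past the threshold and fry 0, with adjusted p-values of fry from 0.297 to 0.591 and 1 list at an unadjusted p under 0.05.

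Lgr5, on chromosome 10 of GRCm38 from 115450311 to 115587780, was at 19.5 ± 5.74 CPM untreated and 26.4 ± 4.72 with Bch in female cells (SD, n = 4 mice), and at 34.5 ± 4.04 and 22.4 ± 6.43 in male cells (SD, n = 4). Its log2 fold change was 0.49 (standard error 0.24, higher in 4 of 4 mice) in female and -0.66 (standard error 0.23, lower in 3 of 4 mice) in male cells. With one mouse left out, the log2 fold change of Lgr5 ranged from 0.41 to 0.62 in female and from -0.92 to -0.44 in male cells. Adjusted over the 4 tested genes that the paper names, the fall in male cells passed the threshold (adjusted p = 0.0232) and the rise in female cells did not (adjusted p = 0.0896), by edgeR's quasi-likelihood test. The difference of 1.15 on the log2 scale had an adjusted p of 1 over all genes and of 0.00394 adjusted over the list alone, by the same edgeR test. Ascl2, on chromosome 7 from 142966829 to 142969264, went the other way, with log2 fold changes of -0.32 in female (lower in 4 of 4 mice) and 0.12 in male cells (higher in 3 of 4), a difference of -0.44 (adjusted p = 0.0188 over the list alone by the same edgeR test). The difference for Egfr (-0.94) did not pass over the list alone. Chrm1, Chrm3, Cxcl1, Dclk1 and Prox1 were below the filter on low counts, with 12, 4, 17, 8 and 4 UMIs in all untreated female libraries together. The paper takes the changes in female samples and the absence of prominent ones in male samples as an addition to its other evidence for sex-specific effects of Bch.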

Intriguingly, Bch treatment finally promoted proliferation and appeared to induce similar pathway changes in cultured female HIOs as observed in murine colonoids, which may support the translation of our results into human tissues at least in part.

In conclusion, our study highlights the critical role of cholinergic signaling, and epithelial M3R signaling in particular, in modulating colonic progenitor cells and IEC differentiation, revealing regional intestinal differences and significant sex-specific differences. Moreover, the observed pronounced differences in intestinal regeneration in Vil.M3R mice may suggest potential therapeutic applications for targeting M3R signaling in treating intestinal disorders in a sex-specific manner.

## Supplementary Material

jjaf038_suppl_Supplementary_Figure_1

## Data Availability

The data underlying this article are available in the article and its supplementary material. RNA Sequencing data have been deposited to Gene Expression Omnibus with the accession codes GSE286189 and GSE286190.

# Supplementary material for: Epithelial genetic muscarinic receptor 3 ablation induces sex-specific modulation of colonic intestinal progenitor cells and response to intestinal injury
**Source:** J Crohns Colitis. 2025 Mar 7;19(6):jjaf038. doi: 10.1093/ecco-jcc/jjaf038

## Supplementary Figures

### Figures legends

**Figure S1. Levels of sex hormones in adult and juvenile Vil.M3R mice.** Serum levels of (a) testosterone and (b) estradiol were measured by ELISA in adult and 22-days old Vil.M3R mice. Statistical differences were detected by Mann Whitney test. All results are shown as truncated violin plots with median represented as dashed line. \* $p < 0.05$ , \*\* $p < 0.01$ .

**Figure S2. Effect of epithelial M3R ablation on tuft cell differentiation.** Representative images of DCLK1 immunostaining of colon harvested from WT and Vil.M3R mice with red arrows showing DCLK1-positive cells. Scale bar = 50  $\mu\text{m}$  (20x). DCLK1-positive tuft cells were counted along colonic crypts. Results are shown as truncated violin plots with median represented as dashed line. Statistical differences were detected by 2way ANOVA with Šídák's multiple comparisons test. \*\* $p < 0.01$ .

**Figure S3. Effect of M3R ablation on progenitor cells on tuft cell expansion.** (a) Colonic p-EGFR-positive cells were counted in Lgr5-EGFP-IRES-CreERT2  $\times$  M3R fl/fl mice 5 days after tamoxifen induction. Negative control was included without primary antibody. Scale bar = 50  $\mu\text{m}$  (20x). (b) M3R was ablated in Prox1-positive progenitors by tamoxifen induction of Prox1-CreERT2  $\times$  M3R fl/fl mice. Numbers of colonic p-EGFR-positive cells were assessed in Prox1-M3R +/+ and Prox1-M3R -/- after 5 days of induction. Scale bar = 50  $\mu\text{m}$  (20x). Data are shown as truncated violin plots with median represented as dashed line.

**Fig. S1**

**a**

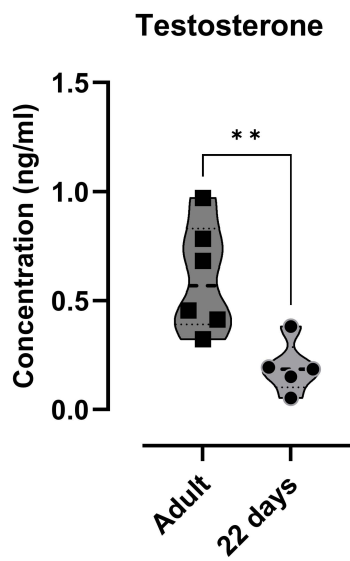

**b**

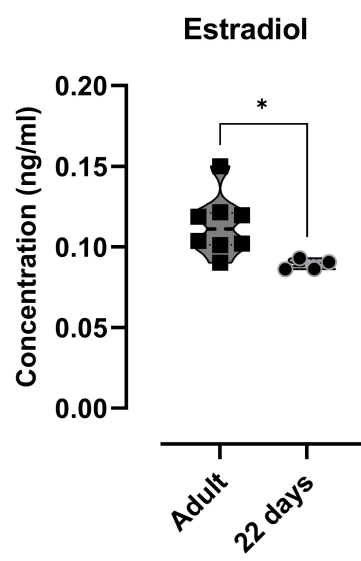

**Fig. S2**

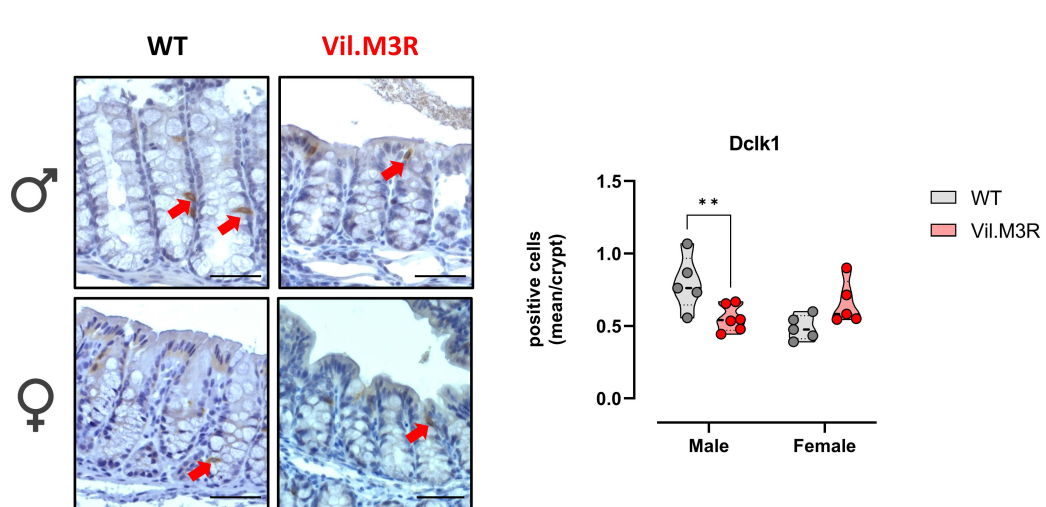

**Fig. S3**  
**a**

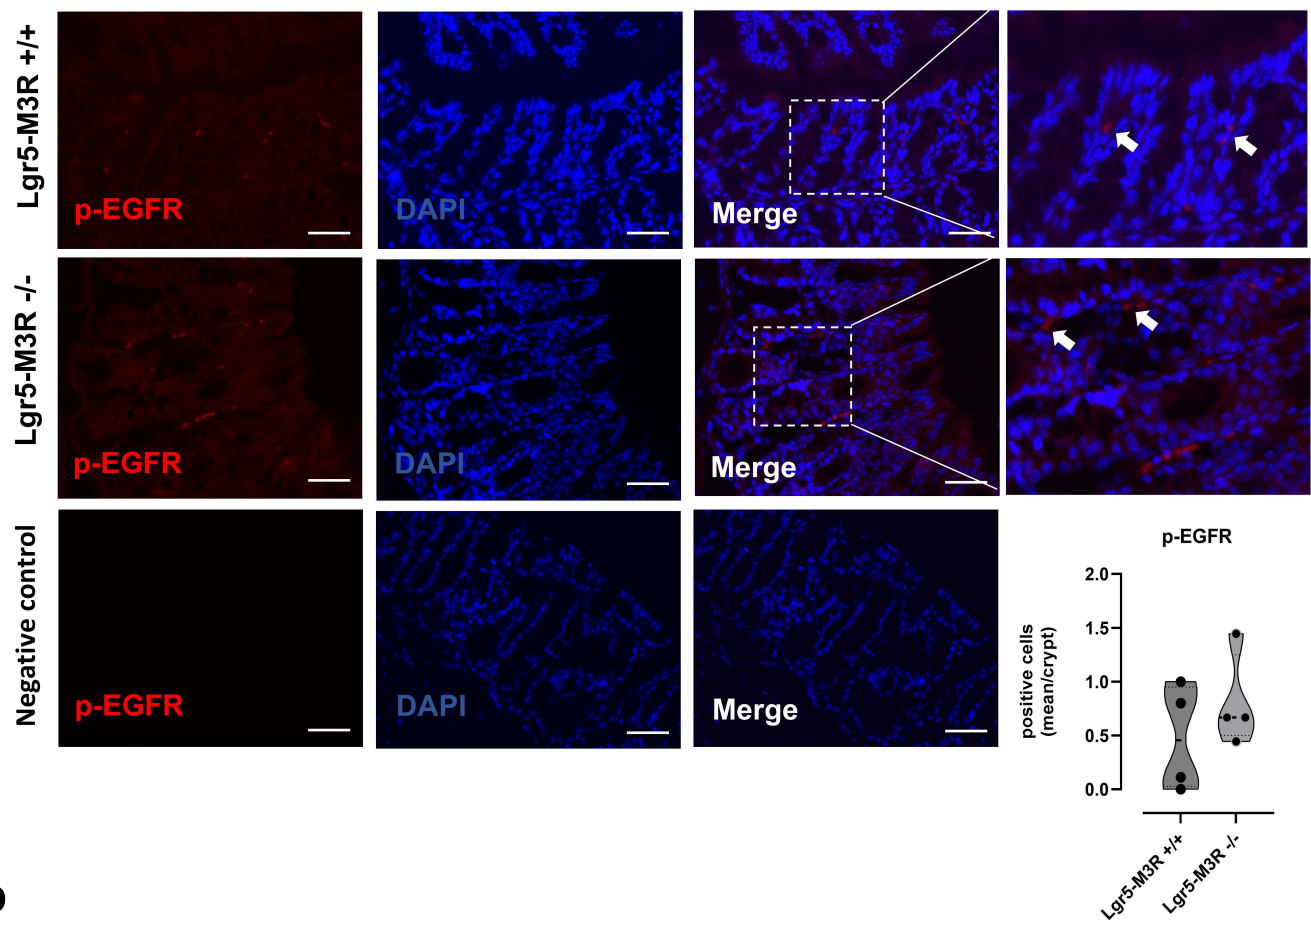

**b**

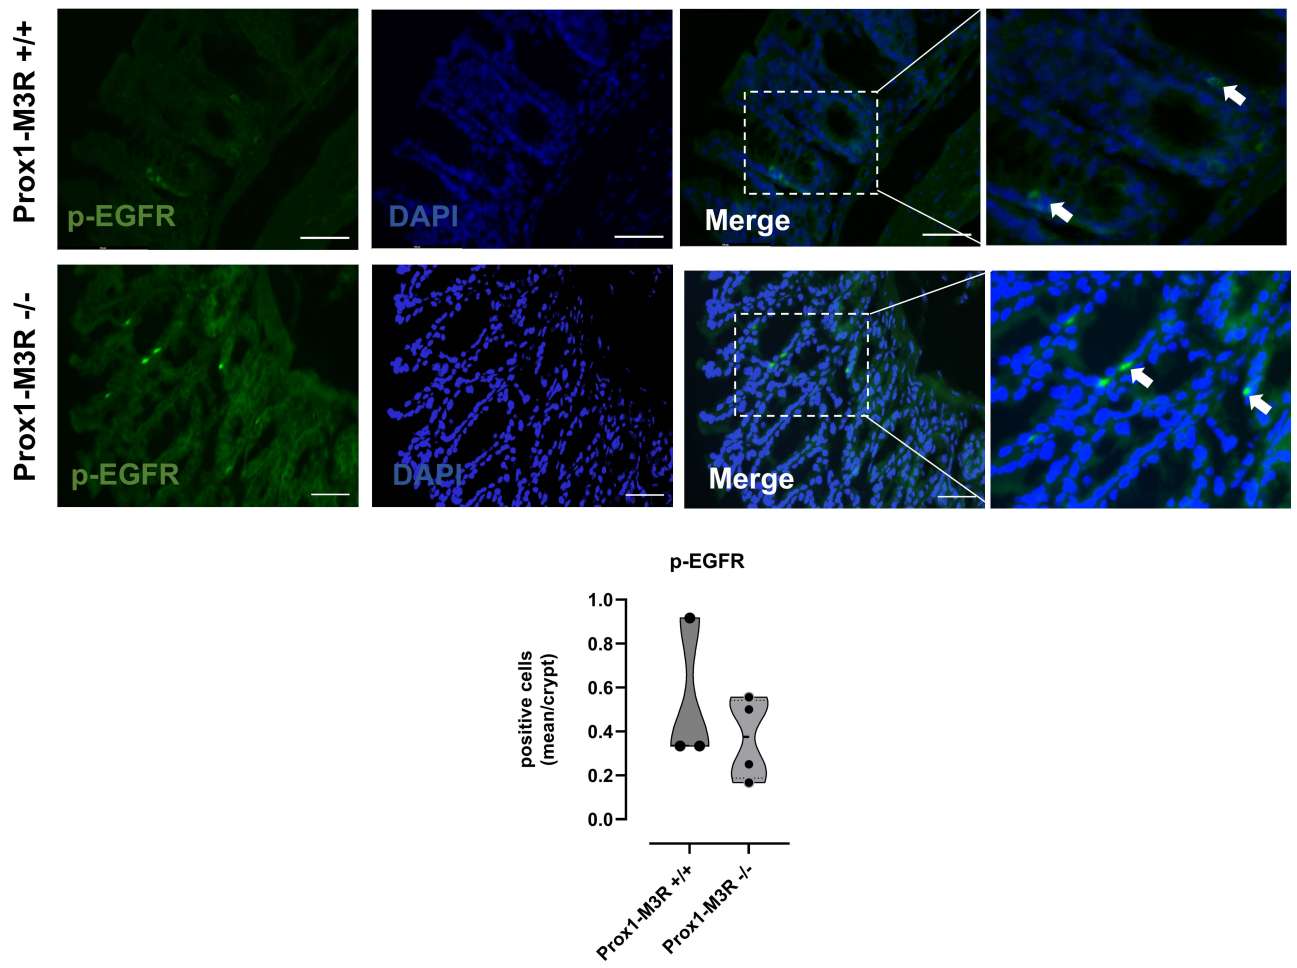

**Supplement:** jjaf038_suppl_Supplementary_Figure_1

How the deposited data were processed for this re-analysis (not part of the article)

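Sorted Lgr5-EGFP+ cells of colonoids from 4 female and 4 male mice were analysed, each mouse untreated and with 250 nM Bch for 4 days, as 32 libraries. Samples were mapped to mouse, treatment and technical replicate from the deposited labels. The labels carry no sex for the 4 mice taken as female, which was settled from the description of the series and the pairs in Figure 4g. The human colonoids were not analysed here.

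The authors deposited a table of UMI counts per gene and library, without normalization, for 23517 genes. They made it with the Drop-seq pipeline from reads aligned to GRCm38 with the GENCODE M25 annotation. The paper's text does not name whether counting used the strand, how reads that match several genes were treated, or how technical replicates entered the tests. Of the genes, 1520 are blank for technical replicate 2 and hold at most 12 UMIs in replicate 1, and the blanks were read as 0. All sample columns could be mapped. Gene positions came from a GENCODE annotation of the same build for 22810 genes, and from NCBI's table of that build for a further 513.

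From these counts, the technical replicates of a mouse and treatment were summed, which left 16 sums of 557512 to 4050342 UMIs. The deepest sum allows a share of up to 0.741 CPM for a gene with 0 UMIs and the shallowest up to 5.38, taking 3 UMIs as the 95% limit, and these limits cover counting error only. UMIs are counted molecules, so repeated reads of a molecule enter once. Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes passed edgeR's filterByExpr, counts were normalized by TMM, and the quasi-likelihood test was fitted with robust dispersions, the mouse as a block and the treatment as the effect, in female and male mice separately. The threshold was a Benjamini-Hochberg adjusted p of 0.05. The interaction of sex and Bch was fitted over all 16 sums. Standard errors are the log2 fold change divided by the square root of the F statistic. Levels per mouse are TMM-normalized CPM, and ratios per mouse use a prior count of 2. Untreated female and male mice were compared with the same test without a block, as a description, because sex cannot be told apart from the kit and the source.

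The pairing comes from the labels, where an untreated and a Bch-treated sum with 1 number are cells of 1 mouse. The deviations of these pairs from the means of their groups had correlations across genes of 0.0710, 0.151, 0.00310 and -0.0203 in female mice 7, 8, 9 and 10, and of 0.244, 0.0331, 0.0615 and 0.0837 in male mice 1, 2, 3 and 4.

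Pathways were tested with 11 lists written by hand before the data were examined, ranked by the signed square root of the quasi-likelihood F, with fgsea, and by camera and fry. The lists share names with the Hallmark sets of the paper but not all genes, and 242 genes are in more than 1 list. The 10 marker lists for stem cells, colonocytes, goblet cells, enteroendocrine cells, tuft cells, cycling cells, dissociation genes, Y-linked genes, Xist and muscarinic receptors were also written before. Lists for glycolysis and ATF4 targets were written after the first results were seen. PCA followed the paper's plotPCA, with DESeq2's variance stabilizing transformation and the 500 most variable genes, and the share of treatment was tested by swapping treatments within mice.

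The genes named in the text were chosen by a rule set before the data were examined. In each sex they were up to 5 genes per direction with the smallest adjusted p among those past the threshold and changed alike in all 4 mice, or, where none passed, the 2 genes per direction with the smallest p. To these were added the 2 genes of each pathway list with the smallest p in the direction of Figure 4h, every gene the paper names that the table lists, and the stem cell, proliferation, muscarinic and sex-linked lists in summary. Slc16a3, Eno3, Gapdh and Rps27 are named for tests added after seeing the data. Results of 2 genes that the rule selects are not reported here.

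The steps were tested on simulated data drawn from the real means and library sizes, with 200 genes changed. All genes of a fit had its 1 common dispersion and were drawn independently. Differences in dispersion between genes and correlation between genes were therefore not simulated, and the rates below need not hold for the real data. Of genes changed by 1 on the log2 scale, 77.4% were recovered among 9465 tested genes in the female design, 81.1% among 9476 in the male design and 39.4% among 10165 for the interaction. Of genes changed by 2 on the log2 scale, 100% were recovered in both sexes and 90.0% for the interaction. The false calls were 9 of 177 in the female design, 9 of 173 in the male design and 6 of 135 for the interaction, and 0 genes were called without a change in either sex. A list raised by 0.5 on the log2 scale was found by fgsea and by fry in both sexes, and fgsea also called 1 other list. The largest median log2 fold change of a real female list was 0.15, for hypoxia. Whether fry would find a shift of that size was not tested.

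Alternatives set before the data were examined covered the block, DESeq2's Wald test, DESeq2's size factors, the filter on low counts, each technical replicate alone or as a separate library, all 8 mice in one fit, counts thinned to 557512 UMIs, mitochondrial and ribosomal protein genes left out, other set tests, Reactome sets distributed with fgsea, other gene numbers and scales for the PCA, and leaving out each mouse in turn. Alternatives added after seeing the data took out trends with transcript length, GC content or mean expression, left out the genes that differ between technical replicates, thinned the counts for the lists, and refitted the untreated comparison. Of 8 planned Reactome sets 7 were run, because the collection holds no set for rRNA processing.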

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

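All tests in this part except those of splits were chosen once the patterns had been seen. For gene length, single mice, library totals, sample labels, RNA passed between libraries and the RNA kit, what each explanation predicts was set down once the values the test measures were known, and for shared sequence, homologs and splits before.

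The pathway lists differed between the sexes in their response to Bch by the interaction test with fgsea, with scores of 1.88 for hypoxia, 1.88 for cholesterol homeostasis, 1.67 for TNF-alpha/NF-κB, 1.55 for apical junction, 1.35 for mTORC1, 1.65 for mitotic spindle, -1.49 for Myc targets V2, -1.80 for Myc targets V1 and -1.34 for oxidative phosphorylation. Of the 35 splits of the 8 mice into 2 groups of 4, 3 gave as many lists past the threshold, the real one included, so that other groupings of the mice give this count too. The gene statistic of the interaction follows transcript length, with a Spearman correlation of 0.225 across genes, which are not independent replicates. With this trend taken out, hypoxia, cholesterol homeostasis, TNF-alpha/NF-κB and Myc targets V1 stayed past the threshold, the largest adjusted p among them being 0.00113, which argues against length as the whole cause for these 4. Apical junction, mTORC1, mitotic spindle, Myc targets V2 and oxidative phosphorylation did not, with 0.0577 as their smallest adjusted p, so a bias with length is a candidate explanation for these 5. E2F targets, not past the threshold as fitted, passed with this trend taken out (score -1.40, adjusted p = 0.0151 by fgsea). Fry, which uses the spread between mice, passed 0 lists. Sex, the RNA kit and the source all differ between the groups, and which of them is behind a difference stays open.

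For interaction genes past the threshold, all 35 splits reach the real count of 0, as any split must, so this count says nothing. The 451 genes at an unadjusted p under 0.05 were reached by 14 of the 35 splits. Plk2 (difference 0.96 on the log2 scale) rose in all 4 female and fell in all 4 male mice, while Pola1 (-0.68) and Timm10 (-0.56) fell in all 4 female and rose in all 4 male mice. By edgeR's interaction test none of the 3 passed over all genes (adjusted p = 1 for each). Of the 30 named genes tested, 26 moved in 1 direction in all 4 female mice, which the rule for naming genes favours. Among these 26, all male mice went the opposite way for 3 and the same way for 2, where chance gives 6.25% for each. Rps24-ps3, among the latter 2, was named because it changed alike in all 4 male mice, so this chance does not hold for it.

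The colonocyte, goblet and dissociation marker lists also differed between the sexes by fgsea, with scores of 1.77, 2.14 and 1.74. With camera at the preset correlation only the goblet list passed (adjusted p = 0.0203). With fry none passed, and the smallest adjusted p was 0.454. Without female mouse 10, none of the 3 lists passed by fgsea, and their smallest adjusted p was 0.346. Without male mouse 3 none passed either, with adjusted p-values of 0.101 for colonocyte, 0.138 for goblet and 0.0868 for dissociation markers. Single mice may therefore explain these differences, and female mouse 10 is not the only candidate. Across the fits that each left out 1 of the 8 mice, the goblet list passed in 6, the colonocyte list in 5 and the dissociation list in 3.

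In groups of 4 samples, a sample far from the other 3 was looked for in 110 groups of values, where chance gives 5.5 such groups, and 2 were found. The proliferation list had a log2 ratio of -0.27 in female mouse 10 against 0.034 to 0.043 in the other 3 female mice, a gap of 0.973 of the range. Pola1 had a log2 ratio of 0.52 in male mouse 3 against 0.066 to 0.13 in the other male mice, a gap of 0.848 of the range. Untreated male mouse 3 had the fewest UMIs of all sums. No biological explanation was tested for either.

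Male cells, for which the paper reports no gene, had 2 genes past the threshold. Of the 8 ways to swap treatments within the 4 mice, only the real one gave as many, and this design cannot give a share under 1 in 8. The 35 splits of the male sums also hold 3 that part no pair and cannot be estimated, and 24 that part 2 pairs. With the mouse as a block, a split of the latter kind compares sums within the 2 parted mice only. The 2 such splits with 254 genes are the same contrast, Bch against untreated cells within the same 2 mice. They are therefore 1 result and no grouping to set against the treatment. Of the 3′-end sequences of Rn7sk and Rps24-ps3, 66.3% and 53.0% occur in other genes, so reads of related copies cannot be excluded, and both genes rose in female cells too without passing.

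Between untreated female and male cells, a comparison the paper does not make, 150 of 9159 genes passed the threshold, 89 higher in female and 61 higher in male cells. Of the 35 splits of the 8 mice, only the real one (1) gave as many, which argues against a random grouping. In the Bch-treated cells 199 genes passed, 77 of which were among the 150. The number of female mice prepared with the kit of the male mice was 0, so kit and source cannot be told apart from sex.

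The female libraries held 140 UMIs of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, against 1005 in the male libraries. A mislabelled mouse is argued against, since the highest female sum reached 11.3 CPM for the 4 genes together and the lowest male sum 52.8. The 3′ ends of these genes share 0 read-length sequences with their X-linked homologs, which argues against reads of the homologs. In the female libraries the 4 genes stood at 10.9% of their male level pooled, from 9.90% for Eif2s3y to 19.8% for Ddx3y. Their 140 UMIs did not reject 1 common share (Fisher's exact test with simulated tables, p = 0.0665), which does not show that the shares are equal. Xist stood in the male libraries at 11.9 to 25.9 CPM against 45.5 to 160 in the female ones. Its pooled share was 18.95%, higher than that of the Y-linked genes. A candidate explanation is that UMIs or RNA passed between libraries, which would draw the 2 sexes together in every gene. It stays a hypothesis found on the same data.

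The 100 genes that differed by more than 2-fold between technical replicates were mostly higher in replicate 2, 72 against 28, with a median of 4.74-fold in the larger direction. Rps27 had 394 UMIs in replicate 1 and 69445 in replicate 2. The totals of a pair differed by at most 1.11 times, which argues against library size. Of the read-length sequences at their 3′ ends, 37.1% occur in another gene, against 4.04% in 763 genes with similar counts that did not differ (permutation test over 100000 resamples, p = 1e-05, the smallest they can give). Reads shared with pseudogenes and paralogs, treated differently in the 2 counts, are a candidate explanation. Leaving these genes out kept 10 female lists past the threshold, while replicate 1 alone gave 10 and replicate 2 alone 8.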

How the results depend on the processing

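Trends with length, GC content or expression, genes that differ between technical replicates, thinned counts for lists and all alternatives of the untreated comparison were chosen after seeing the data. The causes of the changes below were not tested, unless stated.

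With technical replicates as separate libraries, 170 genes passed in female and 338 in male mice. This fit takes libraries of the same cells for replicates, which lowers the spread it sees. All other fits with 4 female mice gave 0 female genes. The female count ranged from 0 to 4 across the 4 fits that each left out one mouse, and the male count from 0 to 19. Male genes numbered 15 with DESeq2's Wald test, whose own filter left 20413 of 21488 genes without an adjusted p, 88 with no filter on low counts and 9 with technical replicate 1 only. They numbered 0 with all 8 mice in the fit, where 600 had an unadjusted p under 0.05. Without the block that pairs the sums of a mouse, 0 male genes passed (478 at an unadjusted p under 0.05), and 7 interaction lists, mTORC1 and Myc targets V2 being lost (scores 1.29 and -1.23). Male Myc targets V1, higher with Bch, was lost too (score 1.49, adjusted p = 0.0542). Among the gene counts, pathway lists and named genes over all genes, leaving out the block changed no other call apart from Rps24-ps3 below. Marker lists, the glycolysis list and adjustments over a list alone were not refitted without it. Of the interaction, 1 gene passed with no filter and 0 in each of the 8 fits that left out one mouse. The untreated comparison gave 234 genes with no filter and 74 to 210 with one mouse left out.

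Of the 11 lists in female mice, 0 passed with fry and 0 with camera at an estimated correlation (1 at an unadjusted p under 0.05 in each), and 2 of 7 Reactome sets passed. With technical replicate 1 only 10 passed, and with replicate 2 only 8. Apical junction (score 1.38, adjusted p = 0.0643) and Myc targets V2 (score -1.27, adjusted p = 0.114) were lost with replicate 2 only. With one mouse left out, 7 to 9 passed. Male lists in the direction of Figure 4h numbered 2 on DESeq2's Wald statistic, 1 with no filter, 1 with the length trend and 1 with the expression trend taken out, and 0 to 1 with one mouse left out. Interaction lists numbered 5 with camera at the preset correlation, 0 with fry (1 at an unadjusted p under 0.05), 5 with the length trend taken out and 5 to 10 with one mouse left out, the lowest without male mouse 4. Female Myc targets V2 did not pass in thinned counts (score -1.03), and the female Myc targets V1 score reversed to 0.813 in thinned counts and 0.835 with the expression trend taken out. With one mouse left out it ranged from -2.14 to 1.11, Myc targets V2 from -1.82 to 0.863, E2F targets from -2.16 to 1.04 and the E2F interaction from -1.68 to 1.20, each positive only without female mouse 10.

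The share of treatment in the female PCA was 12.2% with all genes, 11.0% with 2000 genes and 13.6% on log2 CPM, and 13.5% to 15.5% with one mouse left out, where fewer mice raise the share that chance gives. The male share ranged from 12.2% to 30.9%, the highest without male mouse 1.

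The 3 genes given here changed sign, and their fitted values are smaller than their standard errors (0.33 for Rps24-ps3, 0.77 for Rn7sk and 0.43 for Egfr). The interaction of Rps24-ps3, -0.0090 as fitted, was 0.26 without the block, 0.0015 with 10 counts in every mouse, 0.073 and 0.010 with technical replicate 1 or 2 only, 0.075 in thinned counts and -0.39 to 0.18 with one mouse left out, and that of Rn7sk, 0.50 as fitted, -0.11 to 1.11. With one mouse left out, Egfr in female cells, -0.085 as fitted, ranged from -0.62 to 0.34. Of the other values for single genes, 20 were stronger and 11 weaker, and for single lists 13 were stronger and 76 weaker.

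Untreated male mouse 3, with 557512 UMIs, sets the depth of the thinned counts, which left 5591 genes to test in female mice.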

Differences from the paper's values

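The DNA repair list had a normalized enrichment score of -1.82, and the paper's value is about -2.1 in Fig. 4h, read by eye. Of the alternatives set before the data were examined, ranking by DESeq2's Wald statistic (-2.22), no filter on low counts (-2.07) and leaving out female mouse 10 (-1.95) gave scores within 0.184 of the paper's value, and the others did not. This limit is the SD of the fits that each left out one mouse. These fits share mice, so it is no sampling error and does not show that the scores differ. The oxidative phosphorylation score, -1.86 against about -2.4 by eye, lay further off but within its SD of 0.547. The lists analysed here were written by hand and hold other genes than the Hallmark sets of the paper, so the scores are not on the same genes.

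The paper shows Myc targets V1 as lower with Bch in female cells. Here its score of -1.24 was not past the threshold (adjusted p = 0.0535). It passed on DESeq2's Wald statistic, with DESeq2's size factors, with no filter on low counts and without female mouse 9, all set before the data were examined, and with the GC trend taken out, which was chosen after seeing the values.

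The paper states that the female profile with Bch is distinct in the PCA of Fig. 4g. Here treatment accounted for 9.63% of the summed squared distance, and 7 of the 8 assignments of treatments within mice gave as much. The alternatives with all 4 mice gave shares of 9.39% to 13.6%, which at least 5 of the 8 assignments reached.

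The paper states that male cells showed no prominent changes. Here 2 genes, which rose in female cells too, passed in male and 0 of 9515 in female cells, where 360 had an unadjusted p under 0.05 against 734 in male cells, and the share of treatment in the PCA was 17.0% in male cells. Counting technical replicates as separate libraries gave 170 female and 338 male genes.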

Other observations

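All tests of explanations in this part except the splits for genes were chosen after the results had been seen. For glycolysis genes, ATF4 targets, the RNA kit, the shallow male library and the splits for lists within each sex, what each explanation predicts was also set down once the values the test measures were known, and for the other tests before.

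The female pathway lists were weighed against technical trends. With the trend of the gene statistic with transcript length taken out, 10 of the 11 lists passed the threshold in the direction of Figure 4h, with the GC trend taken out 11, and with all libraries thinned to 1 total 9, against 10 as fitted. These values argue against length as the whole cause for the lists that passed, and against depth for 9 of them. The gene statistic hardly followed GC content, with a Spearman correlation of -0.0206 across genes. There was thus little GC trend to take out, and this fit is a weak test of GC content. In thinned counts Myc targets V2 was lost (score -1.03, adjusted p = 0.437), so an effect of depth stays open for it. With the trend with mean expression taken out, 8 lists passed. Oxidative phosphorylation (score -1.01, adjusted p = 0.454) and Myc targets V2 (-1.30, adjusted p = 0.107) were lost and Myc targets V1 turned positive, as it did in thinned counts, so for these lists an effect of expression level stays open. The TNF-alpha/NF-κB list without 12 genes that cell dissociation raises scored 1.804 (adjusted p = 0.000241), which argues against dissociation as its whole cause. Of the 8 swaps of the treatments within mice, 1, the real one, gave 10 lists, and the median over the swaps was 6, with a range from 0 to 10. In male mice 6 of the 8 swaps gave as many lists past the threshold in either direction as the real one. With 8 swaps no share can be under 1 in 8, so the swaps leave a chance arrangement of the female lists open. For genes past the threshold in female mice, all 8 swaps reach the real count of 0, as any swap must, which says nothing. The 360 female genes at an unadjusted p under 0.05 were reached by 6 of the 8 swaps.

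Slc2a1, Slc16a3 and Eno3 had an unadjusted p under 0.05 and rose in female cells. A hypothesis is that Bch raised glycolysis genes in female cells, which would go with the lactate measured in Figure 4f. The other genes of a glycolysis list written afterwards, 19 tested genes, scored 2.20 with 17 up and 2 down (p = 1.53e-05 by fgsea, a permutation test over genes that treats them as independent). They were higher in 4 of 4 mice, and fry, a rotation test over mice, put their unadjusted p at 0.0230. In male cells the same genes scored 1.53 (p = 0.0413 by the same permutation test) and were higher in 2 of 4 mice, with 0.428 by fry. The difference between the sexes scored 1.74 (p = 0.00873 by the permutation test over genes), with 0.367 by fry, so it was not past the threshold when the spread between mice is used. Gapdh, a member of the list, had 265 UMIs in technical replicate 1 and 14347 in replicate 2.

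In male cells, 83 of 91 ribosomal protein genes were higher with Bch, with a median log2 fold change of 0.30, against 0.0061 in female cells, where 47 were higher. The median was 0.22 without male mouse 3, whose untreated sum was the shallowest, and 0.31 in technical replicate 1 and 0.29 in replicate 2, although many of these genes were counted differently in the replicates. These values argue against the shallow library and against reads shared with pseudogenes as the whole cause. Per mouse, the median log2 ratio was 0.20, 0.45, 0.52 and -0.021 in male mice 1, 2, 3 and 4, and -0.38, -0.068, 0.017 and 0.41 in female mice 7, 8, 9 and 10, so the female mice spread at least as widely. The rise stayed under DESeq2's size factors, with a median of 0.29.

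Amino acid biosynthesis genes were among the lowest p-values between untreated male and female cells. A candidate explanation is that the male libraries had raised expression of targets of ATF4, a transcription factor of the response to amino acid shortage. Of an ATF4 target list written afterwards, the 37 tested genes not seen before scored -3.10 in untreated female against male cells, 35 of them higher in male cells. In Bch-treated cells 39 such genes were tested and scored -3.05, with 36 higher in male cells. Of all 45 tested targets, 24 passed the threshold as higher in male cells. With Bch the targets scored 1.25 in female and 1.01 in male cells (p = 0.144 and p = 0.438 by fgsea's permutation test). Because 0 female mice were prepared with the kit of the male mice, a batch effect and an effect of sex cannot be told apart here.

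Among the marker lists, the response to Bch scored 0.882 for stem cell markers in female and -1.27 in male cells (interaction 1.10), -0.892 and -1.12 for proliferation (interaction 0.935), and -1.30 and 1.20 for enteroendocrine markers (interaction -1.29), none past the threshold. Colonocyte markers scored 1.51 and -1.49, goblet markers 1.84 and -1.05, and dissociation genes 1.30 and -1.51. Of these, the goblet list passed in female cells (adjusted p = 0.0225 by fgsea), with 3 of 4 mice higher and 2 genes past the threshold adjusted over the list alone. It also passed with camera at the preset correlation (adjusted p = 0.00153). It passed neither with camera at an estimated correlation (adjusted p = 0.185) nor with fry (adjusted p = 0.382). Y-linked genes scored 0.883 in male cells. Tuft, muscarinic and Xist lists had too few genes past the filter for a score. Cells of goblet type could be more frequent among the sorted female cells with Bch. Without female mouse 10, however, no difference between the sexes stayed for this list (score 1.20, smallest adjusted p of the 3 lists 0.346). The same held without male mouse 3 (score 1.49, adjusted p = 0.138 by fgsea).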
